# Sexually dimorphic transcriptional programs of early-phase response in regenerating peripheral nerves

**DOI:** 10.3389/fnmol.2022.958568

**Published:** 2022-08-02

**Authors:** Andrei V. Chernov, Veronica I. Shubayev

**Keywords:** sexual dimorphism, peripheral nerve, axotomy, nerve regeneration, RNA-seq

## Abstract

The convergence of transcriptional and epigenetic changes in the peripheral nervous system (PNS) reshapes the spatiotemporal gene expression landscape in response to nerve transection. The control of these molecular programs exhibits sexually dimorphic characteristics that remain not sufficiently characterized. In the present study, we recorded genome-wide and sex-dependent early-phase transcriptional changes in regenerating (proximal) sciatic nerve 24 h after axotomy. Male nerves exhibited more extensive transcriptional changes with male-dominant upregulation of cytoskeletal binding and structural protein genes. Regulation of mRNAs encoding ion and ionotropic neurotransmitter channels displayed prominent sexual dimorphism consistent with sex-specific mRNA axonal transport in an early-phase regenerative response. Protein kinases and axonal transport genes showed sexually dimorphic regulation. Genes encoding components of synaptic vesicles were at high baseline expression in females and showed post-injury induction selectively in males. Predictive bioinformatic analyses established patterns of sexually dimorphic regulation of neurotrophic and immune genes, including activation of glial cell line-derived neurotrophic factor Gfra1 receptor and immune checkpoint cyclin D1 (Ccnd1) potentially linked to X-chromosome encoded tissue inhibitor of matrix metallo proteinases 1 (Timp1). Regulatory networks involving Olig1, Pou3f3/Oct6, Myrf, and Myt1l transcription factors were linked to sex-dependent reprogramming in regenerating nerves. Differential expression patterns of non-coding RNAs motivate a model of sexually dimorphic nerve regenerative responses to injury determined by epigenetic factors. Combined with our findings in the corresponding dorsal root ganglia (DRG), unique early-phase sex-specific molecular triggers could enrich the mechanistic understanding of peripheral neuropathies.

## Introduction

The peripheral nervous system (PNS) displays strong regenerative potential compared to the brain and spinal cord. Substantial knowledge of mechanisms involved in PNS injury has been acquired using rodent models of sciatic nerve axotomy originally described by Augustus Waller in 1850 (Fawcett and Keynes, 1990; Stoll et al., 2002). The success of sensory recovery after PNS injury depends on molecular remodeling ensuing within 24 h post-axotomy in the proximal nerve segment (Gordon et al., 2003; McDonald et al., 2006; Zochodne, 2012) coordinated with an extensive transcriptional response within neuronal somas in the dorsal root ganglia (DRG) (McDonald et al., 2006; Chernov and Shubayev, 2021). Upon an initial die-back toward DRG, the proximal axotomized axons form axonal sprouts that mature into growth cones enriched in the cytoskeletal framework that drives axons to reestablish functional connections with the end organ (Lundborg, 1987; Burnett and Zager, 2004; Radtke and Vogt, 2009). The transcriptional landscape of the damaged PNS is enriched by axonally trafficked coding and non-coding (nc) RNAs (Cavalli et al., 2005; Avraham et al., 2021).

Axonal regrowth in the damaged PNS depends on trophic, immune, metabolic, and structural support of Schwann cells (Jessen and Mirsky, 2016, 2021; Merrell and Stanger, 2016; Milichko and Dyachuk, 2020), forming immediate partnerships with axons (McDonald et al., 2006). Schwann cells undergo extensive phenotypic transformation within 24 h post-injury in preparation for mitosis and alignment into bands of Büngner (Jessen and Mirsky, 2016, 2021; Merrell and Stanger, 2016; Milichko and Dyachuk, 2020). Schwann cells produce and deposit into basal lamina a plethora of growth-permissive and -inhibitory extracellular matrix (ECM) proteins and proteoglycans to guide axonal growth, such as laminin and chondroitin sulfate proteoglycans (McDonald et al., 2006). These activities are partly controlled by ECM-degrading matrix metalloproteinase (MMP)/ADAM families that reciprocally coregulate the ECM network with cytokines, chemokines, trophic factors, and adhesion molecules (Chattopadhyay and Shubayev, 2009; Liu et al., 2010, 2015; Kim et al., 2012; Chernov and Shubayev, 2021).

Sex is emerging as a key biological variable in models of PNS injury, as certain neuropathic states exhibit sex-specific prevalence, incidence, mechanisms, and clinical presentation (Unruh, 1996; Greenspan et al., 2007; Fillingim et al., 2009; Mogil, 2012; Sorge and Totsch, 2017; Boerner et al., 2018). Sexual dimorphism in the transcriptional landscape of adult PNS and its response to injury has been shown by RNA-sequencing (RNA-seq) analyses (North et al., 2019; Ray et al., 2019; Stephens et al., 2019; Chernov et al., 2020; Paige et al., 2020; Ahlström et al., 2021). Sex-related differences in the axon elongation (Kovacic et al., 2004) could potentially be attributed to metabolic, immune, neuroendocrine, and sex chromosome-related genetic programs that have shown sex-specific regulation in the damaged PNS (North et al., 2019; Ray et al., 2019; Stephens et al., 2019; Chernov et al., 2020; Mecklenburg et al., 2020; Paige et al., 2020; Tavares-Ferreira et al., 2020; Ahlström et al., 2021). Unique to females, the chromosome-wide epigenetic inactivation of one of the two X chromosomes (Xi) regulates the normal and aberrant activity of X-linked immunity-related genes (Bianchi et al., 2012), including that in DRG at 24 h after sciatic nerve axotomy (Chernov and Shubayev, 2021). Whether the corresponding regenerating nerve segments exhibit sexual dimorphism in response to PNS axotomy remains unknown.

Using high-depth RNA-seq, the present study identified sex-specific early-phase transcriptional changes in protein-coding and ncRNAs in regenerating (proximal) nerves at 24 h after sciatic nerve axotomy in male and female mice. Applying predictive bioinformatics, we determined unique signaling events related to regenerative, trophic, metabolic, and sex chromosome-linked systems.

## Results

To determine the sex specificity of an early-phase PNS regenerative transcriptional program, sciatic nerve axotomy or sham operation was conducted in female and male mice. At 24 h post-axotomy, regenerating (proximal segment) tissues (Figure 1A) were subjected to whole-genome transcriptomics analysis by high-depth RNA-seq (Supplementary Figure 1, n = 6 mice/group, 2 mice/sample (pooled), 3 sample/group). At 24 h after the sham operation, nerve tissues were assessed for transcriptomic signatures without injury. 

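Left sciatic nerves taken 24 h after sham surgery were sequenced as 3 female and 3 male samples, each a pool of 2 C57BL/6J mice, so that every replicate came from separate animals. Xist, the RNA that coats the inactive X chromosome, was at 121 ± 2.57 TPM (SD, n = 3 pools) in females and 0.375 ± 0.303 TPM (SD, n = 3 pools) in males. Ddx3y, a Y-linked RNA helicase, was at 48.5 ± 7.72 TPM in males and 0.240 ± 0.262 TPM in females (SD, n = 3 pools each), so the sex label of each pool matched its sex-linked transcripts. Myelin, fibroblast, endothelial and macrophage transcripts were all present in both sexes. The values are counts per transcript that the authors had estimated with Salmon from poly-A selected, strand-specific, paired-end libraries. The female pools held 55949876, 58596879 and 66285694 estimated read pairs and the male pools 78473057, 65658339 and 59165914; each lies above the minimum per sample that the paper states. Reads had been trimmed with Trimmomatic 0.39. The Salmon version is 1.3.0 in the paper's Supplementary Table 3 and 1.5.2 in the submitters' processing notes, and the annotation is GENCODE M29 in the paper and M27 in the names of the files. Here the estimated counts of 140789 transcripts were summed to 54309 genes and rounded to whole numbers, and TPM was summed per gene. Females were compared with males by edgeR's quasi-likelihood test on the 16310 genes with a CPM of at least 0.5 in at least 3 pools, with the paper's adjusted p threshold of 0.1. A gene's level is also given as the percentile of its mean TPM among those genes, of which the 25th, 50th, 75th and 90th percentiles lay at 3.83, 15.1, 39.6 and 93.2 TPM. As a check that no library was entered under more than 1 replicate number, counts were compared between pools of a sex. The chi-square was 22.0 to 60.6 per gene, where the same library sequenced again gives about 1. The axotomized nerves were not analysed here.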

Transcriptomics of the respective DRG tissues in the same animal cohorts was reported earlier (Chernov and Shubayev, 2021).

**FIGURE 1:**
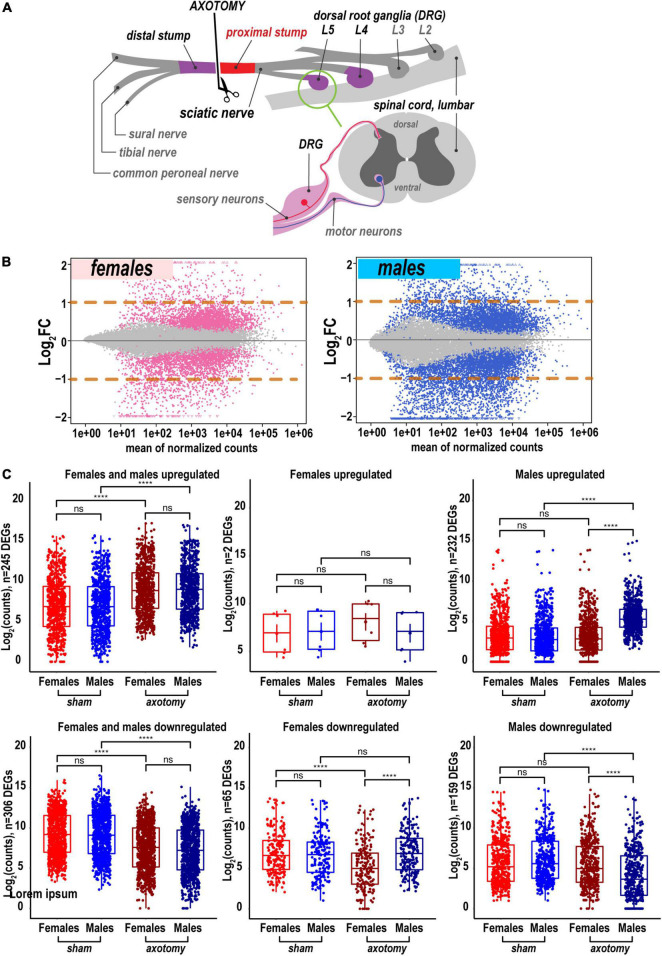
Global transcriptional changes in proximal nerve 24 h post-axotomy lead to a larger number of increased transcripts in males. **(A)** A schematic of the sciatic nerve axotomy followed by ipsilateral proximal stump tissue analysis. **(B)** MA plots display log_2_FC and mean counts normalized using *DESeq2* and adaptive t-prior *apeglm* method. The left and right panels show up- and downregulated genes in females (red dots) and males (blue dots), respectively. Dots indicate differentially expressed genes (DEGs) with P_adj_ < 0.1. Orange dashed lines show log_2_FC thresholds above 1 or below –1. **(C)** Scatter plots of significant up- and downregulated DEGs in females (light and dark red dots) and males (light and dark blue dots). Light and dark color intensity indicate DEGs in sham or axotomy samples (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group), respectively. DEGs (P_adj_ < 0.1) were filtered by log_2_FC either above 1 or below –1 (two-fold change or larger). Dots on the Y-axis correspond to the absolute gene expression measured as normalized mean counts following logarithm transformation of gene counts [log_2_(counts)] by the *normTransform* method in *DESeq2*. Specific expression data for DEGs is available in Supplementary Table 1 and the GEO repository (accession numbers GSE182713 and GSE182709). Pairwise comparisons were made using the analysis of variance (ANOVA) with the Tukey *post hoc* test: ****, *p* ≤ 0.00005; ns, not significant.

### Males exhibited more extensive transcriptional changes in regenerating sciatic nerve

A total of 25,788 genes were detected by RNA-seq in the proximal nerve stumps, including 2,553 differentially expressed genes (DEGs, Supplementary Table 1) that conformed to the significance criteria (adjusted p-values (P_adj_) < 0.1) and the expression fold change (FC) filter (log_2_FC > 1 or log_2_FC < –1, Figure 1A). 

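The genes detected in sham nerves included those of the cells of a peripheral nerve, along with muscle, fat and blood cell genes. All 21 genes of a list of myelinating Schwann cells passed the filter on low counts, with a median percentile of 97.9, as did all 18 fibroblast and matrix genes (median percentile 94.7), all 16 macrophage markers (93.0) and all 14 endothelial markers (73.7). Sparc, which encodes a collagen-binding matrix glycoprotein, was at 3713 ± 76.8 TPM in females and 3964 ± 141 TPM in males (SD, n = 3 pools each). Dcn, the proteoglycan decorin, was at 3212 ± 215 and 3241 ± 277 TPM. Of other cell types, 4 of 17 sensory neuron genes, 6 of 14 oligodendrocyte genes, 6 of 12 astrocyte genes and 4 of 12 keratinocyte genes passed the filter, while 17 of 18 fast and 6 of 10 slow skeletal muscle genes did. The fast muscle genes had a median percentile of 81.7, with most of their TPM in female replicate 2. All 16 white adipocyte genes (median percentile 61.6), 11 of 13 neutrophil genes (83.9) and 6 erythroid genes (99.4) passed as well. Over the 6 sham samples, 31616 genes had at least 1 read in total and 22034 had a read in every sample, while 23790 had at least 10 reads in total and 15480 reached a TPM of 1 in 3 or more samples. Of the genes kept for testing, 14290 were protein-coding and 1150 were long non-coding RNAs. The paper's number of detected genes also covers axotomized nerves, and the paper's text names no rule for detection.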

In summary, more unique, highly expressed up-regulated DEGs (*n* = 232) were identified in males relative to females as presented on MA and scatter plots (Figures 1B,C). In addition, 65 and 159 DEGs were downregulated in female and male nerves, respectively.

### Sexually dimorphic gene regulation in injured nerves

Heatmaps (Figure 2A) and volcano plots (Figure 2B) present the identity of the most significant protein-coding DEGs in each sex. Principal component analysis (PCA) identified their contribution to variance in axotomized samples from males and females based on normalized count ranking. Sample-to-sample comparisons using PCA demonstrated that female and male samples aggregated as distinct clusters in the PC1/PC2 dimensions (Figure 2C).

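Among sham nerves alone, skeletal muscle transcripts set 1 pool apart on the first component, and Xist and Y-linked genes had high loadings on the second. The first component held 45.2% of the variance and set female replicate 2, with a score of 40.3, apart from the other 5 pools, at -13.4 to 0.62. Genes of fast skeletal muscle contractile and energy proteins, among them Myh4 (a fast myosin heavy chain), Ckm (muscle creatine kinase) and Acta1 (skeletal actin), weighed toward that pool, where the list of fast skeletal muscle genes summed to 4396 TPM against 32.0 to 283 TPM in each other pool. The 2 highest loadings on the component, away from that pool, were of Ccl21d, a chemokine, and Gm4739, genes named after their values were seen. On the second component, with 23.5% of the variance, Xist and the pseudogene Tpt1-ps3 weighed toward females and the Y-linked genes Ddx3y, Eif2s3y and Kdm5d toward males, and all 3 male pools (10.3 to 14.5) lay above the 3 female pools (-22.0 to -1.52). Sex gave a mean silhouette width of 0.331 on both components. It was the highest of the 10 ways to split the 6 pools into 3 and 3 (exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). Without X- and Y-linked genes the silhouette of sex was 0.0866 (exact permutation test, p = 0.2). It was 0.207 without male replicate 2, against 0.331 with all pools.

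**Figure D1:**
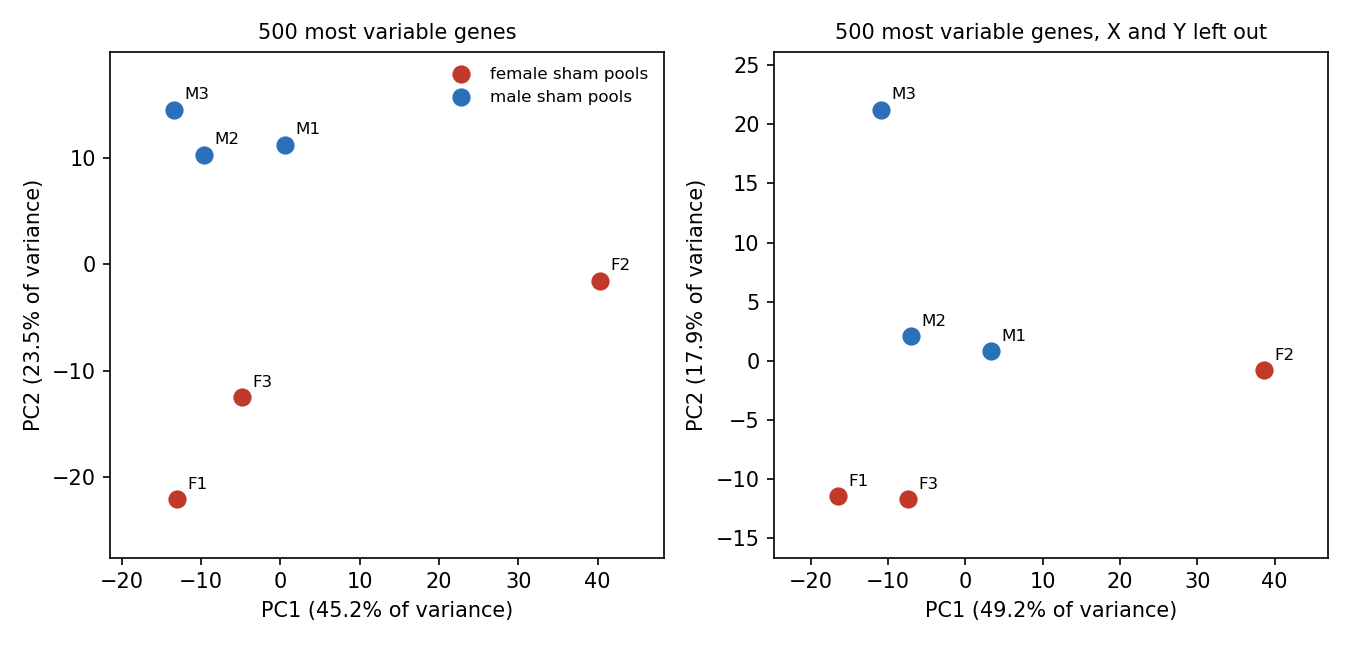
Scores of the 6 sham pools (F1 to F3, female; M1 to M3, male; 1 point per pool) on the first principal components of log2(normalized count + 1), with the percent of variance on each axis, for the 500 most variable genes (left) and for the 500 most variable genes after X- and Y-linked genes were left out (right). F2 lies apart on PC1 in both plots, and on PC2 of both plots the 3 male pools lie above the 3 female pools. In the right plot the nearest pools on PC2 are M1 at 0.815 and F2 at -0.836.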

**FIGURE 2:**
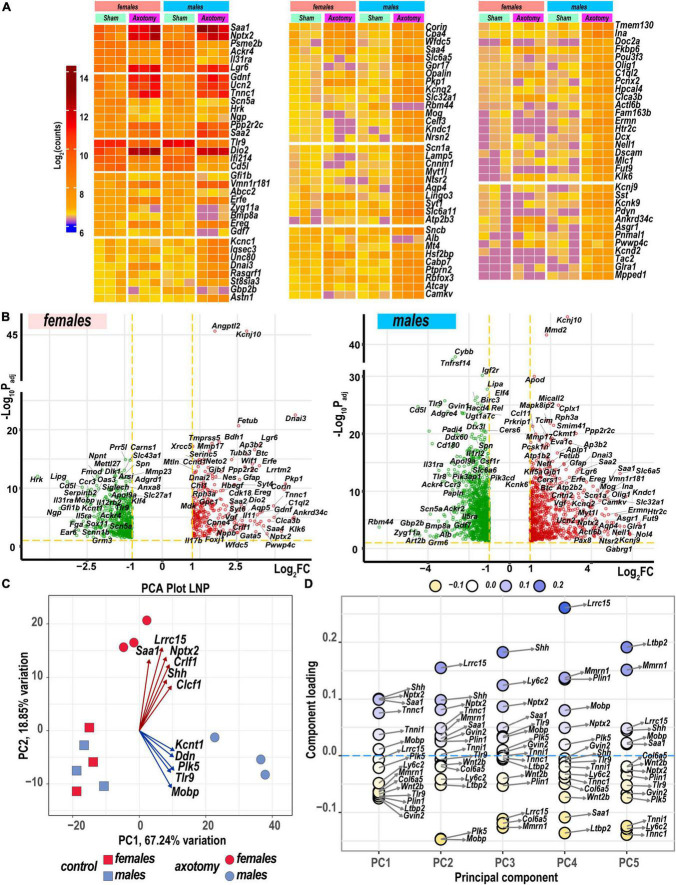
Nerve axotomy induced distinct sexually dimorphic regulation of differentially expressed genes (DEGs) in female and male mice. **(A)** Hierarchical clustering plot of 300 most significant upregulated DEGs (log_2_FC > 1, P_adj_ < 0.1, *n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group). Heatmap colors correspond to mean log_2_(counts)—Blue, yellow, and red – low, medium, and high expression, respectively. DEGs were sorted by log_2_FC. **(B)** Significant DEGs in female (left panel) and male (right panel) mice. Volcano scatter plots show –log_10_P_adj_ and log_2_FC. Red and green colors indicate up- and down-regulated DEGs, respectively. Thresholds (log_2_FC > 1 or log_2_FC < –1) and –log_10_P_adj_ < 0.1 are indicated by yellow dashed lines. Selected DEG symbols are shown. **(C)** Principal component analysis of female (red) and male (blue) groups of sham (rectangles) and axotomy (circles) samples (*n* = 3 samples/group). Red and blue arrows indicate genes with the most influence on variance in females and males, respectively. **(D)** A principal component analysis (PCA) loading plot indicates genes influencing variance in the top five PCA projections (PC1 to PC5) within the top/bottom 5% of the loadings range. The dot color scale corresponds to component loading coefficients defined as the coordinates of the variables divided by the square root of the eigenvalue associated with the component.

The most significant DEGs that contributed to gene expression variance in females encoded a major acute-phase serum amyloid A-1 protein (*Saa1*), leucine-rich repeat-containing protein 15 (*Lrcc15*), neuronal pentraxin-2 (*Nptx2*), heterodimeric neurotropic cytokine receptor-like factor 1 (*Crlf1*), cardiotrophin-like cytokine factor 1 (*Clcf1*), and sonic hedgehog protein (*Shh*). In males, DEGs encoding the potassium channel subfamily T member 1 (*Kcnt1*), apoptosis-promoting dendrin (*Ddn*), inactive serine/threonine-protein kinase (*Plk5*), Toll-like receptor 9, and myelin-associated oligodendrocyte basic protein (*Mobp*) were the most significant drivers of variance. These and other DEGs identified by PCA (Figures 2C,D) could present potentially important sex-specific markers of early PNS injury response and nerve regeneration.

### Gene ontology analysis identified sexual dimorphic genes relevant to peripheral nervous system (PNS) regeneration

Many sexually dimorphic and monomorphic DEGs were recognized as important components of cell signaling pathways in the nervous and immune systems. To gain further mechanistic insight into their role in nerve regeneration, gene ontology (GO) enrichment analysis was conducted. Molecular-level biochemical characteristics of DEGs were used to identify the most relevant GO clusters of molecular function (Figures 3A,B). GO clusters that included sexually dimorphic DEGs relevant to nerve injury response are illustrated in Figure 3C and detailed below.

**FIGURE 3:**
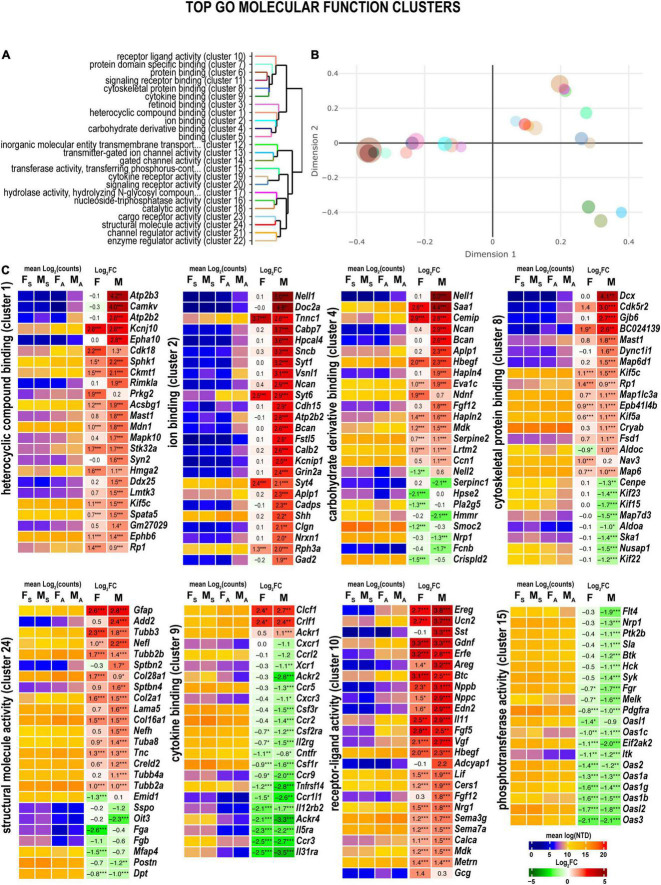
Axotomy influenced distinct molecular functions in each sex. **(A)** Clustering of significant gene ontology (GO) molecular functions based on best-match average (BMA) distances. **(B)** Wang distances of GO molecular function clusters projected on a two-dimensional scaling plot using the *ViSEAGO* R package. **(C)** Heatmaps of differentially expressed genes (DEGs) associated with eight GO molecular functions: heterocyclic compound binding (cluster 1), ion binding (cluster 2), carbohydrate derivative binding (cluster 4), cytoskeletal protein binding (cluster 8), cytokine binding (cluster 9), receptor-ligand activity (cluster 10), phosphotransferase activity (cluster 15), and structural molecule activity (cluster 24). Heatmaps display normalized mean log_2_(counts) in sample groups (F_S_, female sham; M_S_, male sham; F_A_, female axotomy; M_A_, male axotomy) and log_2_FC in female (F) and male (M); (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) of respective DEGs. Log_2_FC significance was determined in DESeq2 using Wald test: *, *p* ≤ 0.05; **, *p* ≤ 0.005; ***, *p* ≤ 0.0005. DEGs were sorted by log_2_FC.

#### Heterocyclic compound binding and ion binding proteins

Heterocyclic compound binding proteins interact with ATP, GTP, nucleobases, and their derivatives (cluster 1). Subunits of the ATP-driven Ca^2+^ ion pump (*Atp2b2, Atp2b3*), CaM kinase-like vesicle-associated protein (*Camkv*), ephrin type-A receptor 10 (*Epha10*), and N-acetylaspartylglutamate synthase A (*Rimkla*) were significantly upregulated in male nerves. In females, cyclin-dependent kinase 18 (*Cdk18*) and cGMP-dependent protein kinase 2 (*Prkg2*) were upregulated. Notably, most proteins that bind charged ions (cluster 2) were upregulated only in males, including the protein kinase C-binding protein Nell1, and Ca^2+^ sensors regulating vesicular release, the double C2-like domain-containing protein α (*Doc2a*), and Ca^2+^-binding protein 7 (*Cabp7*), the hippocalcin-like protein 4 (*Hpcal4*), and β-synuclein (*Sncb*) involved in neuronal plasticity.

#### Carbohydrate derivative binding

Several carbohydrate-binding proteins (cluster 4) were downregulated in female nerves, including the protein kinase C (PKC)-binding protein (*Nell2*), inactive heparanase-2 (*Hpse2*), phospholipase A2 (*Pla2g5*), matrix-assembly related SPARC-related modular Ca^2+^-binding protein (*Smoc2*), and a cysteine-rich secretory protein LCCL (*Crispld2*). In males, these proteins exhibited high levels of expression. In addition, genes encoding Nell1, neuronal adhesion neurocan core protein (*Ncan*), brevican core protein (*Bcan*), and β-amyloid precursor protein (*Aplp1*) were upregulated and expressed in males.

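In male sham nerves, transcripts of these 5 genes ranged from the lowest to the highest percentiles. Smoc2, a calcium-binding matrix protein of the SPARC family, was at 569 ± 29.5 TPM (SD, n = 3 pools; percentile 98.6), and Crispld2, a secreted cysteine-rich protein, at 68.0 ± 8.38 TPM (percentile 85.5). Pla2g5, a secreted phospholipase, was at 10.5 ± 0.666 TPM, at percentile 39.2. Nell2, a secreted neural glycoprotein, was at 0.432 ± 0.0708 TPM and Hpse2, which binds heparan sulfate without cleaving it, at 0.344 ± 0.130 TPM, at percentiles 2.96 and 1.85. In female sham nerves the means were 623 TPM for Smoc2, 66.7 for Crispld2, 7.97 for Pla2g5, 0.444 for Nell2 and 0.363 for Hpse2, and edgeR's test called 0 of the 5 genes different between the sexes, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2 or limma. Adjusted p ran from 0.83 to 0.98 in edgeR. Smoc2 lies on chromosome 17 from 14499735 to 14625074 of GRCm39 and Hpse2 on chromosome 19 from 42774978 to 43376794. All 5 values describe sham nerves. Nell2 and Hpse2 rest on 360 and 367 reads over the 6 pools.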

#### Cytoskeletal binding and structural proteins

Male nerves displayed higher up-regulation of the microtubule-associated neuronal migration protein doublecortin (*Dcx*), the actinin-interacting Cdk5 activator Cdk5r2, Gap junction β6 protein (*Gjb6*), GAR domain-containing protein (*BC024139*), the microtubule-stabilizing MAP6 domain-containing protein (*Map6d1*), cytoplasmic dynein intermediate (*Dync1i1*), and the microtubule-associated serine/threonine-protein kinase (*Mast1*) (cluster 8). Oppositely, mRNAs encoding kinesin-like motor enzymes Kif15/Kif22/Kif23, nucleolar and spindle associated protein (*Nusap1*), spindle/kinetochore-associated protein (*Ska1*), and a centromere-associated protein (*Cenpe*) were reduced in males. Microtubule-associated oxygen-regulated protein Rp1 and neuron navigator Nav3 demonstrated more robust upregulation in female nerves.

Genes encoding structural proteins demonstrated strong upregulation in both sexes (cluster cl24) of tubulin (*Tubb3, Tubb2b, Tuba8*, and *Tubb2a*), collagen (*Col28a1*, *Col2a1*, and *Col16a1*), and glial fibrillary acidic protein (*Gfap*) genes. In contrast, β-adducin (*Add2*), light and heavy chains of neurofilament (*Nefl* and *Nefh*, respectively), spectrin β chain (*Sptbn2*), and Laminin subunit α5 (*Lama5*) showed male-dominant upregulation.

#### Cytokine binding

Reduced expression of many cytokine receptors was observed in both sexes (cluster 9), including interleukin receptors (*Il31ra, Il5ra, Il12rb2*), chemokine receptors (*Ccrl2, Ccr5, Ccr2, Ccr9, Ccr1l1*, and *Ccr3*), and other receptors (*Tnfrsf14, Csf1r, Ackr1*, and *Ackr4*). Despite the decrease, the absolute expression levels of many cytokine receptor genes remained high. Only cytokine receptor-like factor 1 (*Crlf1*) and corticotrophin-like cytokine factor 1 (*Clcf1*) demonstrated significant upregulation in both sexes.

#### Receptor ligand activity

Both males and females exhibited significant upregulation of ligand-encoding DEGs (cluster 10), including urocortin 2 (*Ucn*2), nerve growth factor inducible (*Vgf*), endothelin (*Edn2*), calcitonin (*Calca*), glial cell differentiation regulator meteorin (*Metrn*), leukemia inhibitory factor (*Lif*), glial-derived neurotrophic factor (*Gdnf*), epidermal growth factor β-cellulin (*Btc*), epidermal growth factor-like (*Egfl8*), and fibroblast growth factor (*Fgf5*). Male-specific upregulation of somatostatin (*Sst*), pituitary adenylate cyclase-activating polypeptide (*Adciap1*), cholecystokinin (*Cck*), neuropeptide galanin (*Gal*), ghrelin (*Ghrl*), and pro-opiomelanocortin (*Pomc*). Proglucagon (*Gcg*) and stanniocalcin-1 (*Stc1*) exhibited upregulation in females.

#### Phosphotransferase activity

Phosphotransferases (cluster 15), including non-receptor tyrosine kinases encoded by the *Btk, Hck, Syk*, and *Itk* genes, decreased in male nerves. In addition, both female and male nerves showed reduced expression of multiple members of the interferon-induced 2’-5’-oligoadenylate synthases members (*Oas3, Oasl2, Oas1b, Oas1g, Oas1a, Oas2, Oas1c*, and *Oasl1*).

### Axotomy significantly reshaped cell signaling in regenerating nerves

Signaling pathways, upstream regulation, and interactive networks were predicted by Ingenuity Pathway Analysis (IPA) software using a highly stringent subset of DEGs (P_adj_ < 0.001 and log_2_FC > 1 or log_2_FC < –1). Significant canonical pathways were further ranked based on Fisher’s exact test (*p* < 0.05). Positive or negative z-scores determined pathways’ activation and deactivation.

Axotomy-induced significant changes in cellular signaling processes in both sexes (Figure 4), including pathways with female- or male-specificity. Accordingly, *GDNF Family Ligand Receptor Interactions*, *Inhibition of Matrix Metalloproteinases, Synaptogenesis Signaling Pathway, LXR/RXR Activation, PD1/PDL1 cancer immunotherapy pathway*, and *Coronavirus Pathogenesis Pathway* demonstrated activation in both sexes. *PTEN Signaling, CHK Proteins in Cell Cycle Checkpoint Control, Cell Cycle G2/M DNA Damage Checkpoint Regulation*, and *Endocannabinoid Neuronal Synapse* pathways were activated in males. In females, *Senescence Pathway* and *Pancreatic Adenocarcinoma Signaling* were activated. Many pathways exhibited downregulation in both sexes, including *Neuroinflammation Signaling, Pattern Recognition Receptors, Phagosome Formation, Pyroptosis Signaling, Leukocyte Extravasation Signaling, HOTAIR Regulatory Pathway, G Protein-Coupled Receptor Signaling*, and *Natural Killer Cell Signaling*. In addition, males specifically reduced *PI3K/AKT Signaling, Kinetochore Metaphase Signaling, IL-8 Signaling*, and *TREM1 Signaling* pathways. In both sexes, regenerating nerves displayed activation of *Macrophages in Rheumatoid Arthritis, Axonal Guidance, Thyroid Hormone Metabolism I via Deiodination, Atherosclerosis Signaling, and Agranulocyte/Granulocyte Adhesion and Diapedesis* canonical pathways.

**FIGURE 4:**
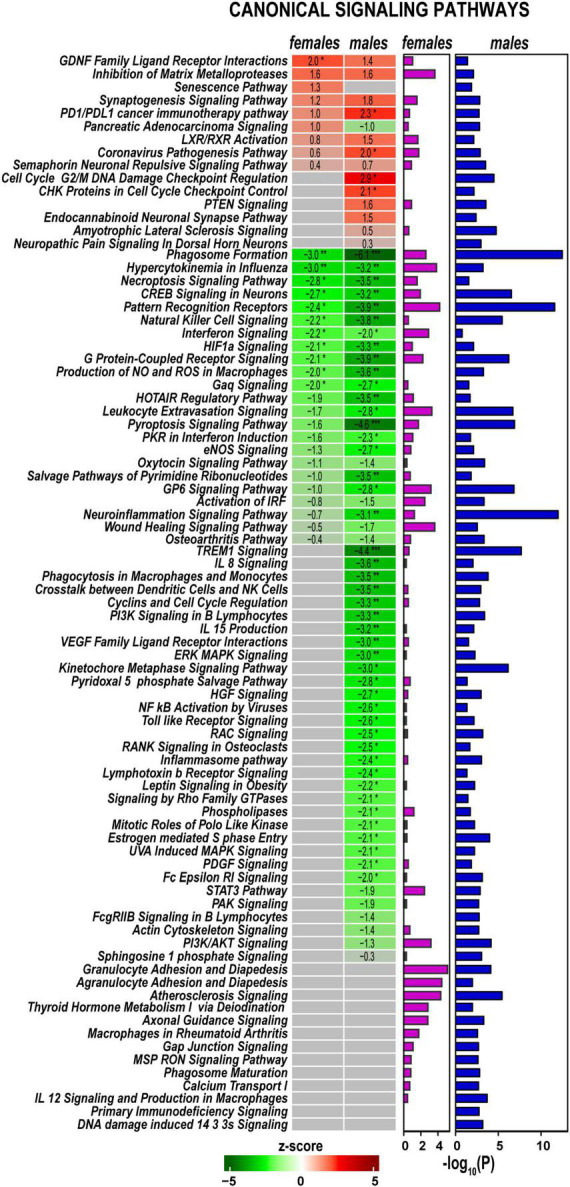
Canonical signaling pathways demonstrate distinct regulation patterns in females and males. Canonical pathways were predicted in Ingenuity Pathway Analysis (IPA) and ranked by z-scores. Positive (red) and negative (green) z-scores indicate pathway up-regulation or down-regulation, respectively, according to the color scale. Fisher’s exact test *p*-values [–log_10_(P)] predicted for each canonical pathway are shown by purple (females) and blue (males) horizontal bars. Asterisks indicate significance *, z > 2.0 or z <−2; **, z > 3.0 or z <−3; ***, z > 4.0 or z <−4.

### Upstream regulator molecules

Predictive analysis of upstream regulators was conducted in IPA to identify regulatory molecules, including transcription factors (TFs), any gene or small molecule that, with high probability, could affect the expression of their target DEGs. The activation or inhibition efficiency of each upstream regulator on target DEGs could be defined by positive or negative z-scores, respectively, as illustrated in Figure 5 and summarized in Supplementary Table 2. Worth noting that upstream regulator z-scores do not directly reflect the expression of the regulator itself (Krämer et al., 2014), as different organs or tissues can contribute regulatory molecules. IPA identified many sexually dimorphic upstream regulators, including the brain-derived neurotrophic factor (Bdnf), a known stimulator of the nerve axon growth (Zhou and Shine, 2003). Bdnf was predicted to strongly affect gene expression in males but not females. Bdnf level was low in the proximal nerve stumps in both sexes. However, Bdnf mRNA was highly abundant in DRG and demonstrated a male-dominant increase post-axotomy (Chernov and Shubayev, 2021). Other male-specific upstream positive regulators included Sox2, Aire, Egr2, Cdkn1a, Map2k1/2, and other molecules. Ikzf3, Mek, Erk, and Akt1 were predicted as prospective positive regulators in females. Remarkably, IRFs, STATs, and cytokines were identified among significant negative regulators in both sexes.

**FIGURE 5:**
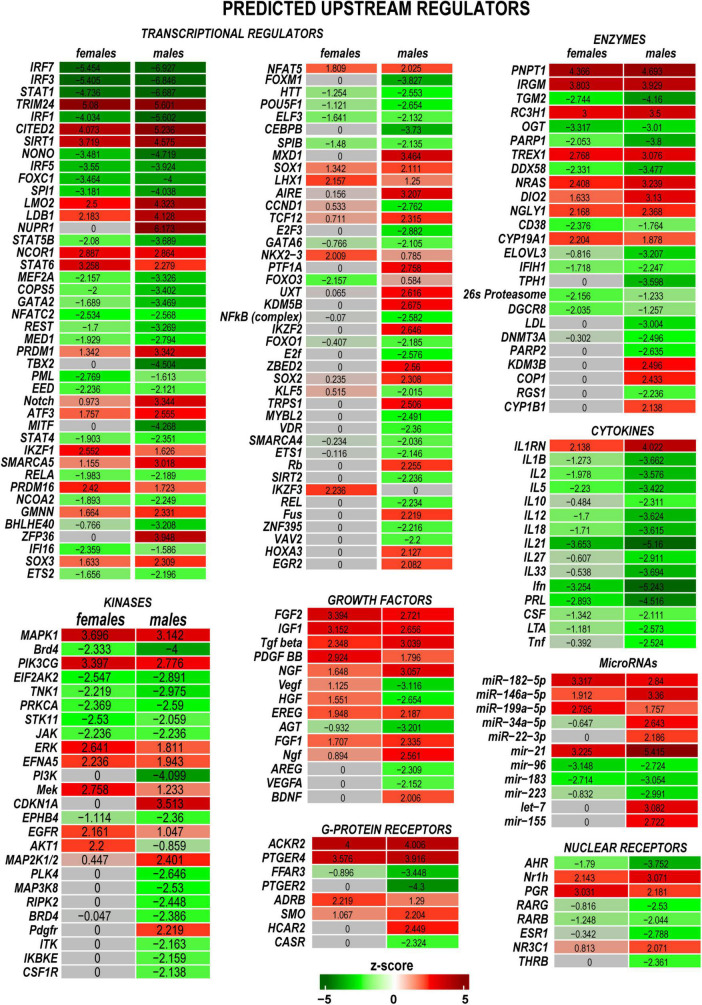
Upstream regulators of the post-injury response included transcriptional regulators, kinases, growth factors, G-protein receptors, enzymes, cytokines, microRNAs, and nuclear receptors. Positive (red) and negative (green) z-scores indicate regulator effects to upregulate or downregulate respective differentially expressed genes (DEGs). The color scale represents the z-score range.

### Sexually dimorphic protein phosphorylation

Protein kinases and their regulatory molecules were identified as significant sexually dimorphic upstream regulators (Figure 6A and Supplementary Table 2). Male-specific upregulation of Kndc1 (also known as Very-KIND) may modulate Hras, Myc, Neu1, Ras, and Map2 (Figure 6B) during neuronal growth (Huang et al., 2007). Highly expressed Cdk5 was moderately activated by axotomy in male nerves. 

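Cdk5, a kinase that acts in neurons and is not driven by cyclins, was at 33.1 ± 2.98 TPM (SD, n = 3 pools) in male and 33.4 ± 1.57 TPM (SD, n = 3 pools) in female sham nerves. Its mean lay at percentile 70.5 of the genes tested, and its log2 fold change of female over male nerves was -0.01 (standard error 0.06, adjusted p = 0.99 from edgeR's quasi-likelihood test). The gene lies on chromosome 5 from 24612595 to 24628594 of GRCm39. Cdk5r1, which encodes the p35 activator of Cdk5, was at 1.16 ± 0.154 TPM in males and 1.02 ± 0.0800 TPM in females, at percentile 10.5.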

Cdk5 activator molecule that also controls cytoplasmic or nuclear localization of the Cdk5 complex demonstrated male-dominant upregulation. Co-upregulation of Cdk5-interacting and target molecules in males was significantly stronger than in females (Figure 6C). While female nerves upregulated fewer protein-coding DEGs than males, two female-specific interactive networks were determined using the STRING database (Szklarczyk et al., 2021). The first proposed network potentially conveys Gdnf signaling *via* the neuron-specific adaptor Shc3, the Gdnf receptor α1 (Gfra1), and neural cell adhesion proteins Chl1 and Cadm1 to regulate cell-cell adhesion and neuronal plasticity (Figure 6D). Another network is centered around the regulatory component of the Cyclin D1 (Ccnd1)-Cdk4 complex (Figure 6E). It is known to respond to Timp1 that activates cyclic AMP-induced regenerative program gene post-axotomy (Liu et al., 2015) partly *via* Cd63/Pi3k/Akt signaling (Rossi et al., 2015).

**FIGURE 6:**
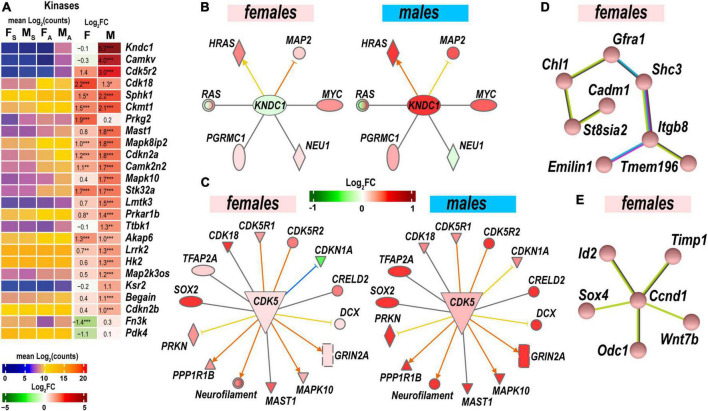
Protein phosphorylation was strongly activated to regulate cell-cell adhesion and neuronal plasticity. **(A)** Expression of differentially expressed genes (DEGs) with kinase activities. Heatmaps display normalized mean log_2_(counts) in sample groups (F_S_, female sham; M_S_, male sham; F_A_, female axotomy; M_A_, male axotomy) and log_2_FC in female (F) and male (M); (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) of respective DEGs. Log_2_FC significance was determine in DESeq2 using Wald test: *, *p* ≤ 0.05; **, *p* ≤ 0.005; ***, *p* ≤ 0.0005. DEGs were sorted by log_2_FC. **(B)** RAS-Guanine nucleotide exchange factor KNDC1 links HRAS, MYC, NEU1, RAS, and MAP2. Male but not female nerves exhibit upregulation of key components. **(C)** Protein interaction networks regulated by CDK5 in females (left) and males (right). **(D)** Female-specific Gfra1/Cadm1 axis. **(E)** Proposed regulation by female-prevalent Ccnd1/Timp1 axis. The shape’s colors on panels B and C correspond to up- (red) or down- (green) regulation of respective DEGs according to the Log_2_FC scale. Protein interactive networks were predicted in IPA (panels **B** and **C**) and the STRING database (panels **D** and **E**).

### Cell signaling engages sexually dimorphic molecular programs

Regulatory signaling events reflect distinct molecular programs involved in regenerating nerves. Programs exhibiting sexually dimorphic regulation are as follows:

#### Neuronal survival and regeneration programs

*GDNF Family Ligand Receptor Interactions* pathway is modulated by the Gdnf and related ligands: neurturin (*Nrtn*), artemin (*Artn*), and persephin (*Pspn*). Notably, the *Gdnf* gene was highly upregulated in both sexes in the proximal stumps (Figure 7A) but not in DRG (Chernov and Shubayev, 2021). Neurturin was upregulated in males. Artemin was mildly expressed in distal stumps but significantly upregulated in male DRG. The ligand receptors encoded by Gfra1 and Gfra3 genes increased in both sexes.

**FIGURE 7:**
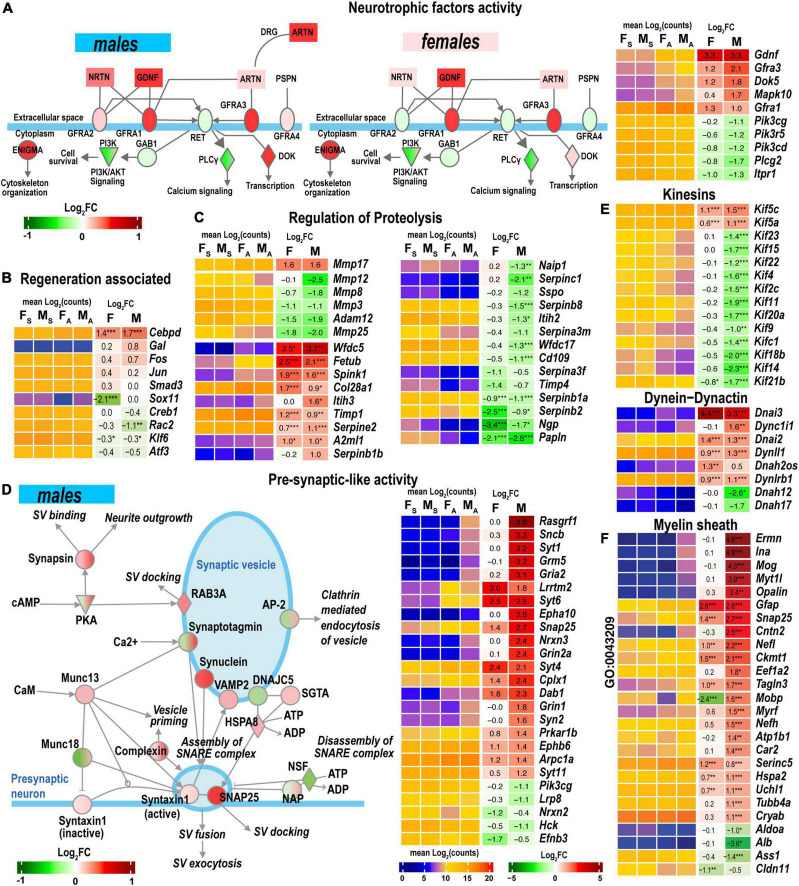
Nerve regeneration-related signaling and pre-synaptic-like activity exhibited sexually dimorphic activation. **(A)** glial cell line-derived neurotrophic factor (GDNF) family of ligands can drive the cytoskeleton organization, Pi3k/Akt signaling, Ca^2+^-signaling, and regulate downstream gene transcription. The diagram partially corresponds to the *GDNF Family Ligand Receptor Interactions Pathway* predicted by Ingenuity Pathway Analysis (IPA). Colors correspond to up- (red) or down- (green) regulation of respective differentially expressed genes (DEGs) according to the Log_2_FC scale. Protein interactive networks were predicted in IPA. **(B)** Regeneration-associated DEGs. **(C)** Regulation of extracellular proteolysis-related DEGs. **(D)** Pre-synaptic-like activity in male nerves. The diagram partially corresponds to the *Synaptogenesis Signaling Pathway* predicted by IPA. Colors correspond to up- (red) or down- (green) regulation of respective DEGs according to the Log_2_FC scale. **(E)** Kinesins, dynein-dynactin DEGs. F, Myelin sheath-related DEGs. Heatmaps on panels **A–C, E**, and **F** display normalized mean log_2_(counts) in sample groups (F_S_, female sham; M_S_, male sham; F_A_, female axotomy; M_A_, male axotomy) and log_2_FC in female (F) and male (M); (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) of respective DEGs. Log_2_FC significance was determined in DESeq2 using Wald test: *, *p* ≤ 0.05; **, *p* ≤ 0.005; ***, *p* ≤ 0.0005. DEGs were sorted by log_2_FC.

Regeneration-associated genes (RAGs) were rapidly induced by axotomy in the corresponding DRG (Chernov and Shubayev, 2021). 

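All 7 regeneration-associated transcription and signaling genes Fos, Jun, Smad3, Creb1, Rac2, Klf6 and Atf3 passed the filter on low counts in sham nerves, and all 7 lay above the median gene. Klf6, a zinc-finger factor tied to axon growth, was highest at 128 ± 10.3 TPM in females and 121 ± 8.39 TPM in males (SD, n = 3 pools each; percentile 92.9). Rac2, a GTPase of blood-derived cells, was at 74.1 ± 11.2 and 85.2 ± 5.82 TPM (percentile 88.0). The AP-1 subunits Jun and Fos were at 48.2 ± 5.92 and 45.8 ± 16.3 TPM in females and at 55.8 ± 8.81 and 35.8 ± 9.92 TPM in males. Atf3, a stress-induced factor, was at 28.4 ± 1.19 TPM in females and 34.4 ± 10.6 TPM in males, while Creb1 (means of 20.3 and 19.8 TPM) and Smad3 (16.0 and 17.1 TPM) stood lower, at percentiles 57.4 and 52.4. Between the sexes edgeR's test called 0 of the 7 genes, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2 or limma; adjusted p ran from 0.83 to 0.98.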

*Fos, Jun, Smad3, Creb1, Rac2, Klf6*, and *Atf3* mRNAs were detected in the nerves (Figure 7B). Cebpd, a bZip-containing CCAAT/enhancer-binding protein δ, increased in both sexes. The *Sox11* gene was 4-fold explicitly downregulated in females.

#### Extracellular matrix (ECM) homeostasis and regulation of proteolysis

Both male and female nerves upregulated matrix metalloproteinase (MMP) Mmp17 (MT4-MMP) expression (Figure 7C). Mmp24 moderately increased only in males. A group of MMP genes co-localized in the 9qA1 locus of the mouse chromosome 9, Mmp8, Mmp12, Mmp13, and Mmp27, synchronously decreased only in males. Mmp25 decreased in both sexes. 

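Mmp2, Mmp3, Mmp14, Mmp15 and Mmp19 encode matrix metalloproteinases, which cleave collagens and other matrix proteins. In sham nerves all 5 lay above the 75th percentile of the genes tested and 3 of the 5 above the 90th. Mmp2, a gelatinase, was at 193 ± 5.75 TPM in females and 209 ± 3.65 TPM in males (SD, n = 3 pools each; percentile 95.8). Mmp14, a membrane-bound activator of Mmp2, was at 107 ± 6.89 and 112 ± 13.7 TPM, Mmp15 at 65.1 ± 5.50 and 70.8 ± 2.05 TPM and Mmp19 at 79.1 ± 18.7 and 62.7 ± 2.35 TPM. Mmp3, a stromelysin on chromosome 9 from 7445822 to 7455975 of GRCm39, was at 158 ± 24.4 TPM in females and 106 ± 8.33 TPM in males, with every female pool above every male pool. Its log2 fold change of female over male was 0.56 (standard error 0.13, adjusted p = 0.44 from edgeR). The sexes were not distinguished by edgeR for any of the 5 genes (0 called, 1 at an unadjusted p under 0.05), and limma called 0; DESeq2 called 1, Mmp3.

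**Figure D2:**
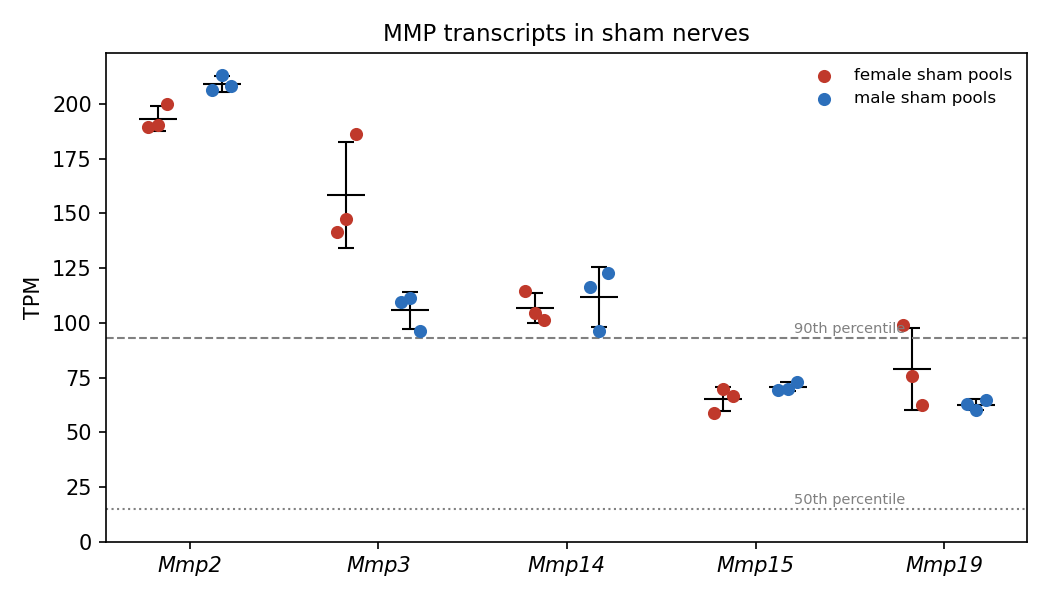
TPM of the 5 MMP genes in each sham pool (red, female; blue, male; 1 point per pool), with the mean and SD of 3 pools in black and the TPM of the 50th and 90th percentile gene as grey lines (15.1 and 93.2). Mmp2 lies highest, and for Mmp3 the 3 female pools lie above the 3 male pools.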

Other MMP genes, including Mmp2, Mmp3, Mmp14, Mmp15, and Mmp19, demonstrated high expression levels in both sham and axotomy nerves irrespective of sex.

Many endogenous inhibitors of proteinases exhibited sexually dimorphic regulation of gene expression, including the WAP domain proteinase inhibitor (*Wfdc5*), the cysteine protease inhibitor (*Fetub*), and *s*erine protease inhibitor Kazal-type 1 (*Spink1*). *Timp1* increased in both sexes, in agreement with our previous reports (Kim et al., 2012; Liu et al., 2015; Chernov and Shubayev, 2021). The glia-derived nexin (Serpine2) was upregulated, but other serine protease inhibitors of the serpin family were downregulated. Inter-α-trypsin inhibitor heavy chain H3 (Itih3) and serine proteinase inhibitor Serpinb1b demonstrated male-specific upregulation.

#### Regulation of synaptogenesis signaling

Synaptogenesis Signaling Pathway was distinctly regulated in both sexes. Genes encoding components of synaptic vesicles (SV) showed greater activation in males (Figure 7D). Consequently, the male-dominant increase of the pre-synaptic-like activity and vesicular transport can be mediated by synuclein subunits α, β, and γ, Rab3A oncogene, and vesicle-associated membrane protein (*Vamp2*). It is important to note that SV-related genes show high levels of expression in sham and axotomized female nerves; therefore, male-prevalent gene activation could level up pre-synaptic activity to match the activity in females.

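In female sham nerves, Sncg and Vamp2 were abundant among the synaptic vesicle genes that the paper names, and Rab3a and Sncb were not. Sncg, the γ-synuclein, was at 479 ± 54.3 TPM (SD, n = 3 pools; percentile 98.3), and Vamp2, a vesicle fusion protein, at 128 ± 3.48 TPM (percentile 93.2). Rab3a, a GTPase of vesicle release, was at 10.5 ± 1.41 TPM (percentile 42.4), and Sncb, the β-synuclein, at 0.272 ± 0.0929 TPM, with 80 reads over all 6 pools, below the filter on low counts. Male sham nerves held 472 TPM of Sncg, 133 of Vamp2, 11.0 of Rab3a and 0.272 of Sncb. Of a wider list of 43 genes of synaptic vesicles and their release, 33 passed the filter, with a median percentile of 20.7. Among them 10 lay above the 50th percentile and 4 above the 90th, and 18 lay below the 25th. The highest of the list was Hspa8 (1124 ± 120.4 TPM), a chaperone that also uncoats vesicles in every cell type. Between female and male sham nerves edgeR called 0 of the 33, with 3 at an unadjusted p under 0.05, and 1 when adjusted over the list alone, and limma called 0. That gene was Cplx2, a complexin with a log2 fold change of female over male of -0.37 (standard error 0.09, adjusted p = 0.47 from edgeR over all genes), which DESeq2 called. Stx1a, a syntaxin, had a log2 fold change of 0.32 (adjusted p = 0.64 from edgeR). As a group the list had a median log2 fold change of -5.71e-04 (camera, adjusted p = 0.98, over 16 alternatives 0.49 to 0.99), with 16 genes higher and 17 lower in females. Ranked by CPM, which does not divide by transcript length, the median percentile was 30.8.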

#### Axonal transport

Axonal transport is essential for neuronal survival and function restoration after damage. Many kinesins involved in anterograde axonal transport decreased in males (Figure 7E), except Kif5 family members increased in males. Retrograde transport-related axonemal dynein/dynactin encoding genes showed remarkable sexually dimorphic regulation. Most notably, dynein intermediate chain mRNAs Dnai2 and Dnai3 highly increased in both sexes. Dynein heavy chain mRNA Dnah12/17 decreased in males.

#### Myelin sheath

Male nerves upregulated myelinogenesis- and neuron morphogenesis-related DEGs (according to GO term GO:0043209), including ermin (*Ermn*), α-internexin (*Ina*), myelin oligodendrocyte glycoprotein (*Mog*), opalin (*Opalin*), contactin 2 (*Cntn2*) (Figure 7F). 

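Ermn, Ina, Mog, Opalin and Cntn2 were near the limit of detection in female sham nerves. Cntn2, an adhesion molecule of the juxtaparanode, was at 0.0838 ± 0.0123 TPM (SD, n = 3 pools) and Mog, a surface protein of oligodendrocyte myelin, at 0.0545 ± 0.0109 TPM. Opalin, also of oligodendrocytes, was at 0.0473 ± 0.0367 TPM, Ina, a neuronal intermediate filament, at 0.0326 ± 0.0157 TPM and Ermn, a cytoskeletal protein of oligodendrocytes, at 0.00934 ± 0.00866 TPM. The male sham means were likewise low, at 0.0754 TPM for Cntn2, 0.0661 for Mog, 0.0340 for Opalin, 0.0401 for Ina and 0.0201 for Ermn. The 5 genes had 10 to 160 reads each over the 6 pools and did not pass the filter on low counts. With no filter, the only alternative that tested them, edgeR gave log2 fold changes of female over male from -1.01 for Ermn to 0.19 for Cntn2, with standard errors from 0.34 for Cntn2 to 1.17 for Ermn and adjusted p from 0.87 for Mog to 0.99 for Opalin.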

The expression of these DEGs in females remained low. 

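Peripheral myelin genes were among the most abundant transcripts of sham nerves in both sexes. Pmp22, a myelin membrane protein, was at 11250.1 ± 899 TPM in females and 11708 ± 705 TPM in males (SD, n = 3 pools each), and Mbp, which compacts the myelin sheath, at 6994 ± 777 and 7087 ± 307 TPM. Mobp, a myelin protein of oligodendrocytes, was at 2.70 ± 0.897 and 3.03 ± 0.604 TPM (percentile 21.2). Of the 21 genes on the list of myelinating Schwann cells, 17 lay above the 90th percentile. The lowest adjusted p between the sexes belonged to Pmp2, a lipid-binding myelin protein, with 391 ± 91.6 TPM in females, 553 ± 85.3 TPM in males and a log2 fold change of female over male of -0.56 (adjusted p = 0.64 from edgeR's test). Across the list edgeR and limma called 0 genes, 1 had an unadjusted p under 0.05 in edgeR, and DESeq2 called 1, Pmp2. Ugt8a, an enzyme of myelin galactolipid synthesis, had a log2 fold change of -0.21 (adjusted p = 0.84 from edgeR's test). The list's median log2 fold change was 0.00336 (camera, adjusted p = 0.98, with a range over 16 alternatives of 0.061 to 0.99). It passed the threshold without male replicate 3 and in limma with sample weights, and in no other alternative.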

Other myelin sheath-related molecules were represented in both sexes and exhibited further upregulation in males. Notably, myelin-associated oligodendrocyte basic protein (*Mobp*) demonstrated significant sexually dimorphic regulation by upregulating in males and downregulating in females.

#### Regulation of neuroreceptors, transporters, and ion channels

Male, but not female, nerves demonstrated increased levels of transmitter-gated ion channel mRNAs (Figure 8A) encoding ionotropic γ-aminobutyric acid (GABA) receptors (*Gabra1, Gabra5, gabrg2, Gabrb1, Gabrb2, Gabrb3*, and *Gabrg1*), members of ionotropic glutamate receptor N-methyl-D-aspartic acid (NMDA) receptor subunits (*Grin1, Grin2a*, and *Grin3a*), α-amino-3-hydroxy-5-methyl-4-isoxazole propionic acid (AMPA) receptor subunits Gria1 and Gria2, kainic acid receptor subunit Grik1. Notably, mRNAs encoding 5-hydroxytryptamine 2C (serotonin) receptors Htr2c and Htr3a also increased. Male nerves exhibited increased potassium, calcium, and sodium voltage-gated ion channel-related mRNAs. Remarkably, levels of these mRNAs diminished in the respective DRGs measured in the same animal cohorts (Chernov and Shubayev, 2021), suggesting the involvement of sex-specific axonal mRNA transport in the redistribution of injury-related mRNAs during early-phase response. Female nerves showed no change in ion-channel mRNA levels, except for *Cacna1g, Scb5a, Kcnt1*, and *Kcnq5, demonstrating* a reduction.

**FIGURE 8:**
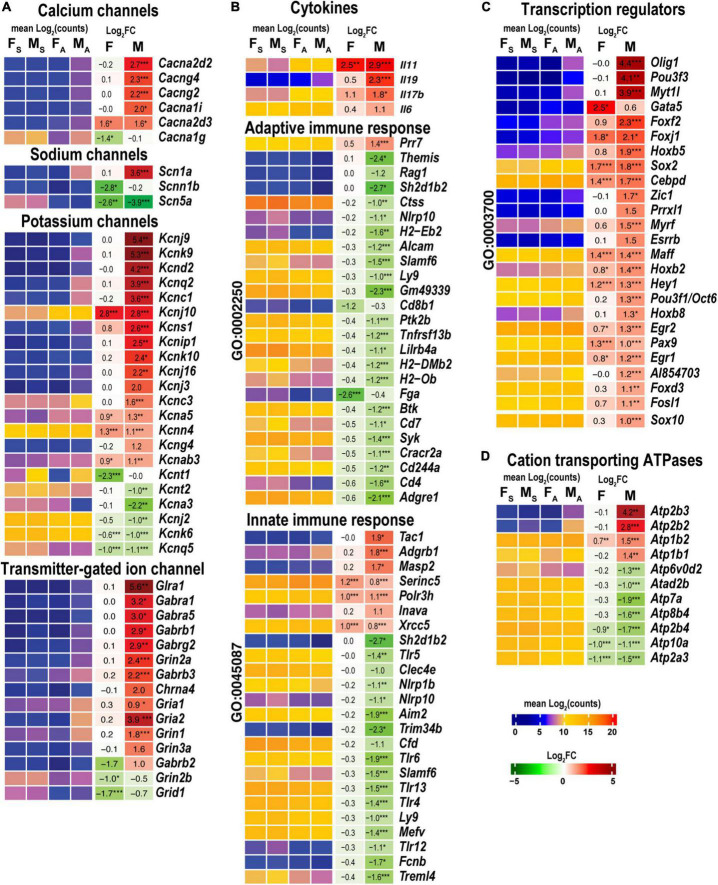
Males exhibited stronger activation of ion channels, transcriptional regulators, cation transporting ATPases, and select cytokines. Innate and adaptive immunity exhibited a male-specific decrease. **(A)** Ion channel genes. **(B)** Cytokines, adaptive (Go term GO:0002250), and innate (GO term GO:0045087) immunity-related DEGs. **(C)** DNA-binding transcriptional regulators (GO term GO:0003700). **(D)** Cation transporting ATPases. Heatmaps display normalized mean log_2_(counts) in sample groups (F_S_, female sham; M_S_, male sham; F_A_, female axotomy; M_A_, male axotomy) and log_2_FC in female (F) and male (M); (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) of respective DEGs. Heatmap colors correspond to the respective scales. Log_2_FC significance was determined in DESeq2 using Wald test: *, *p* ≤ 0.05; **, *p* ≤ 0.005; ***, *p* ≤ 0.0005. DEGs were sorted by log_2_FC.

#### Immune regulation

Cytokines Il11 and Il17b were upregulated in both sexes, while Il6 and Il19 were predominantly activated in males (Figure 8B). Genes related to adaptive (GO:0002250) and innate (GO:0045087) immunity showed a system-wide male-specific decrease. Many immunity-related canonical pathways were significantly downregulated after axotomy in both sexes’ proximal nerve segments, including *Neuroinflammation Signaling Pathway, Activation of IRF, Leukocyte Extravasation, Signaling, Interferon Signaling, Pattern Recognition Receptors*, and *Phagosome Formation* pathways (Figure 4). The following immunity-related pathways demonstrated male-specific negative regulation: *Inflammasome Pathway, Toll-like Receptor Signaling, IL-15 Production, PI3K Signaling in B Lymphocytes, Phagocytosis in Macrophages* and *Monocytes, and IL-8 Signaling.*

#### Transcription regulators

Male nerves significantly upregulated neuronal differentiation and reprogramming-related TFs, the myelin transcription factor 1-like protein (Myt1l), and POU domain-containing Pou3f3 (Figure 8C). Upregulation of oligodendrocyte transcription factors 1/2 (*Olig1/2*), neurogenesis-related TFs (*Zic1, Pou3f1/Oct6, Esrrb, Myrf*, and *Prrxl1*), and nuclear protein Nupr1 were male-specific. Also, males upregulated Fox-family TFs (*Foxf2, Foxj1, Foxd3*, and *Foxc2*), Hox-family TFs (*Hoxb5, Hoxb2, Hoxb8*, and *Hoxb3os*), and Sox-family TF genes (*Sox2* and *Sox10*), and the RNA-binding proteins ZFP36 known to restrain T cell activation and antiviral immunity (Moore et al., 2018). Sox2 and Sox4 TFs increased in females, but Sox11 decreased after axotomy. mRNA level of Gata5 was higher in females than in males. We concluded that post-axotomy regulation of TFs is characterized by sexually dimorphic patterns to potentially execute distinct regenerative programs in the PNS of females and males.

#### Cation transporting ATPases

Males but not females upregulated plasma membrane Ca^2+^-transporting ATPase subunits Atp2b2 and Atp2b3 (Figure 8D). mRNAs of Na^+^/K^+^-transporting ATPase subunits Atp1b1 and Atp1b2 were abundant in both sexes and exhibited further increase in males.

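In sham nerves the β subunits of the sodium pump were present in both sexes at unequal levels. Atp1b2 was at 41.3 ± 2.84 TPM in females and 37.9 ± 5.38 TPM in males (SD, n = 3 pools each), above the 75th percentile of the genes tested. Atp1b1 was at 3.93 ± 1.05 and 3.85 ± 0.818 TPM, at percentile 25.2. The log2 fold change of female over male was 0.13 for Atp1b2 (standard error 0.12, adjusted p = 0.89 from edgeR) and 0.01 for Atp1b1 (standard error 0.22, adjusted p = 1 from edgeR). The calcium pumps Atp2b2 and Atp2b3, which export calcium across the plasma membrane, were at 0.0655 and 0.0294 TPM in females and 0.0957 and 0.0104 TPM in males, with 145 and 22 reads over all pools, below the filter on low counts.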

#### Non-coding RNAs

Levels of *Mir124-1hg* and *Mir124-hg2* RNAs, the precursors of the ubiquitous neuronal microRNA Mir-124, were higher in males than in females (Figure 9A). In addition, small nucleolar RNAs (snoRNAs) encoded by *Snhg9, Snhg6*, and *Snora57* host genes showed male-dominant expression. The erythroid differentiation regulator 1 ncRNA encoded by the X-linked Erdr1 gene was upregulated in males but downregulated in females. U1 spliceosome RNA (U1) and ribonuclease P RNA component H1 (Rpph1) were upregulated in females.

**FIGURE 9:**
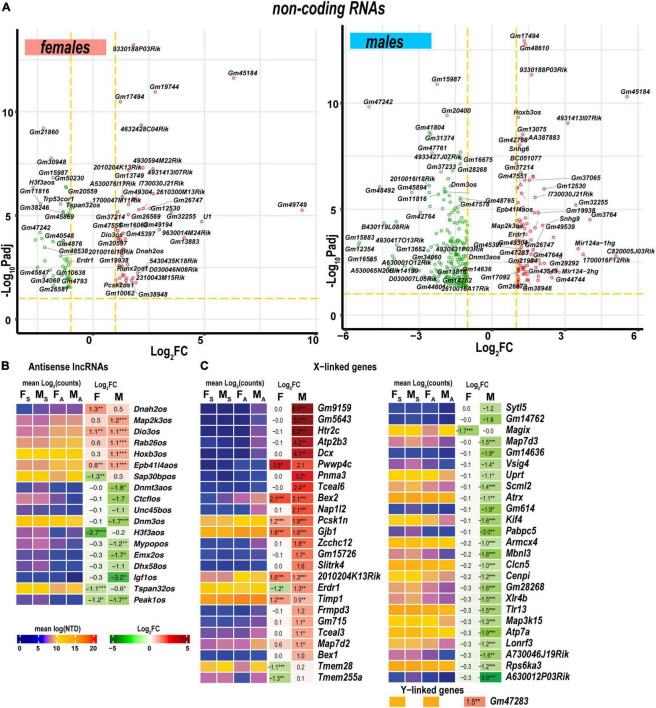
Regulated ncRNA and sex chromosome-linked differentially expressed genes (DEGs) exhibited profound sexual dimorphism. **(A)** Significant ncRNA DEGs in female (left panel) and male (right panel) mice. Volcano scatter plots show –log_10_P_adj_ and log_2_FC. Red and green colors indicate up-and downregulated ncRNAs, respectively. Thresholds (log_2_FC > 1 or log_2_FC < –1) and –log_10_P_adj_ < 0.1 are shown by yellow dotted lines. Selected DEGs are labeled by gene symbols. **(B)** Regulated antisense lncRNA DEGs. **(C)** Regulated sex chromosome-linked DEGs. Heatmaps display normalized mean log_2_(counts) in sample groups (F_S_, female sham; M_S_, male sham; F_A_, female axotomy; M_A_, male axotomy) and log_2_FC in female (F) and male (M); (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) of respective DEGs. Heatmap colors correspond to the respective scales. Log_2_FC significance was determined in DESeq2 using Wald test: *, *p* ≤ 0.05; **, *p* ≤ 0.005; ***, *p* ≤ 0.0005. DEGs were sorted by log_2_FC.

Antisense lncRNAs (asRNA) can potentially target co-localized PNS injury-related genes *via* cis-acting mechanisms. In females, genes encoding the axonemal dynein (*Dnah2*), tetraspanin 32 (*Tspan32*), pseudopodium-enriched atypical kinase 1 (*Peak1*), SAP30 binding protein (*Sap30bp*), and H3.3 histone (*H3f3a*) could be targeted by the respective asRNA (Figure 9B). In males, asRNAs could target genes encoding deiodinase (*Dios3*), MAP2 kinase (*Map2k3*), RAB26 oncogene (*Rab26*), homeobox B2/B3 (*Hoxb2, Hoxb3*), dynamin 3 (*Dnm3*), the transcriptional repressor CCCTC-binding factor (*Ctcf*), *de novo* DNA methyltransferase 3a (*Dnmt3a*), and insulin-like growth factor 1 (*Igf1*).

#### Sex chromosomes

As reported in the DRGs of the same animal cohort (Chernov and Shubayev, 2021), genomic localization of DEGs on a sex-chromosome could potentially determine sexually dimorphic expression. In the proximal nerve stumps, most X-linked DEGs exhibited male-specific regulation (Figure 9C). However, several female X-linked DEGs, including *Magix, Tmem255a, Tmem28, Map7d2, Timp1, Erdr1, 2010204K13Rik, Gjb1, Pcsk1n, Bex2*, and *Pwwp4c*, were elevated in both sexes. Male-specific Y-linked transcript Gm47283 was upregulated post-axotomy in males.

## Discussion

We obtained novel evidence of sexually monomorphic and dimorphic regulation of the early-phase transcriptional programs in regenerating segments of injured peripheral nerves (Figure 10). The concerted accumulation of mRNAs that encode actin, microtubules, neurofilaments, cytoskeletal regulators, and cytoskeleton-binding proteins was observed in proximal nerve stumps of both sexes, confirming extensive cytoskeletal remodeling aimed at rebuilding the growth cone (Lundborg, 1987; Burnett and Zager, 2004; Radtke and Vogt, 2009).

**FIGURE 10:**
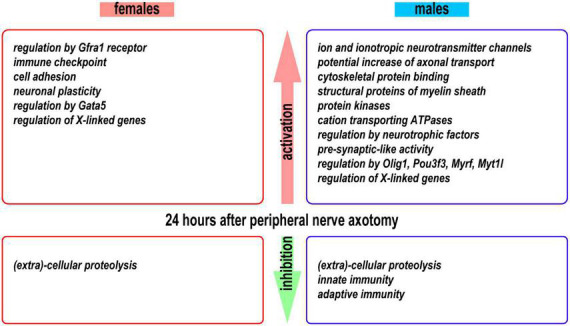
A summary of activated and inhibited transcriptional programs detected in the proximal nerve stumps 24 h post-axotomy in female and male mice.

### Schwann cell reprogramming

After nerve injury, Schwann cells assume a pro-regenerative function (Jessen and Mirsky, 2016, 2021; Merrell and Stanger, 2016; Milichko and Dyachuk, 2020), exhibiting an exceptional phenotypic plasticity (Jessen and Arthur-Farraj, 2019; Stierli et al., 2019; Nocera and Jacob, 2020) that supports their de-differentiation, proliferation, and re-differentiation into myelinating and non-myelinating phenotype to facilitate repair of the respective axons. Schwann cell reprogramming is controlled by a set of TFs (Balakrishnan et al., 2021), including Myt1l, Pou3f1/Oct6, Myrf, Olig1/2, Jun, Sox-, Hox-, and Fox-family members TFs upregulated at 24 h post-axotomy predominantly in males. Transcripts of TF genes, such as *Fos, Smad3, Creb1, Rac2, Klf6*, and *Atf3*, that function as RAGs (reviewed in [Van Kesteren et al., 2011; Ma and Willis, 2015)] in the corresponding DRGs after PNS injury (Chernov and Shubayev, 2021) were detected in proximal nerve segments. In addition to transcriptional activity in cells of the PNS, this accumulation may reflect an anterograde transport from DRG in coordinated axonal regeneration processes post-axotomy. Single-cell RNA-seq and spatial transcriptomics analysis could provide crucial information on the identity of cell lineages activating these sexually dimorphic TFs.

The GDNF family of ligands (GDNF, neurturin, artemin, and persephin), known survival factors for neurons, bind to GFRA receptors, trigger the phosphorylation of RET tyrosine kinase receptor (Durbec et al., 1996) that is known to regulate Pi3k/Akt and Plcγ/Ip3r dependent Ca^2+^ signaling during neurogenesis (Fukuda et al., 2002; Lundgren et al., 2012) and, sometimes, hyperalgesia (Bogen et al., 2008). Furthermore, GDNF/Gfra1 could interact with neural cell adhesion molecules such as NCAM to induce an axonal expansion (Nielsen et al., 2009). GDNF family of ligands can act in a synergetic manner with other growth factors, including transforming growth factor-β (Tgf-β) and sonic hedgehog (Shh) [reviewed in Jessen and Mirsky (2021)]. GDNF signaling can stimulate the migration of neuronal precursors and Schwann cells (Iwase et al., 2005) to the injury site in both sexes.

### Extracellular proteolysis

The outcome of nerve regeneration after sciatic nerve injury is partly dependent on the integrity of ECM-rich Schwann cell basal lamina and endoneurial tubes (Fawcett and Keynes, 1990). Proteolytic cleavage mediated by ECM proteinases and their endogenous inhibitors is indispensable for morphological remodeling of regenerating axons (Rivera et al., 2010; Fujioka et al., 2012; Bajor and Kaczmarek, 2013), after sciatic nerve injury (Liu et al., 2010). In addition, MMPs control the activity of critical growth factors, their ligands, and receptors in peripheral nerve, including IGF and neuregulin/ErbB (Chattopadhyay and Shubayev, 2009). Mmp17 was upregulated in both sexes and can convey inflammatory responses due to the TNFα-converting activity (English et al., 2000).

Intriguingly, a group of MMPs co-localized on the mouse chromosome 9 (Mmp3, Mmp8, Mmp12, Mmp13, and Mmp27) have decreased in both sexes. Because MMPs in the orthologous human chromosome 11q22.3 region could carry different histone modification marks (Chernov et al., 2010), epigenetic control of this set of metzincins may be involved. Consistent with our previous report, MMPs, and many disintegrin ADAM/ADAM-TS families of the ECM-remodeling metzincins demonstrate regulated expression in injured nerves (Chernov et al., 2015).

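Protease transcripts in sham nerves, the paper's comparison for axotomy, spanned the full range of expression. Of 21 MMP genes, 16 passed the filter on low counts; 8 of these lay above the 50th percentile of the genes tested, 6 above the 75th and 3 below the 25th. Of 29 ADAM and ADAMTS genes, which shed membrane proteins or cleave proteoglycans, 27 passed, with 13 above the 50th percentile, 6 above the 75th and 4 below the 25th. The median percentile was 48.0 for MMPs and 45.2 for ADAM and ADAMTS genes. Taken among all genes with TPM above 0, it was 72.9 and 71.5. Adam10, a sheddase of Notch and many other surface proteins, was at 199 ± 14.5 TPM in females and 208 ± 13.8 TPM in males (SD, n = 3 pools each; percentile 95.9), and Adam15, a disintegrin, at 106 ± 1.42 and 113 ± 0.642 TPM. Adam17, the sheddase of TNF, was at 49.5 ± 0.713 and 53.7 ± 0.0552 TPM and Adamts15, a proteoglycanase, at 9.21 ± 1.06 and 7.52 ± 0.569 TPM. Between the sexes edgeR called 0 of the 27 ADAM and ADAMTS genes (2 at an unadjusted p under 0.05; 0 by DESeq2 or limma), and the list had a median log2 fold change of female over male of 0.01 (camera, adjusted p = 0.95, over 16 alternatives 0.25 to 0.99). The MMP list as a group was higher in females, with a median log2 fold change of 0.08 and 10 of 16 genes higher (camera, adjusted p = 0.091, over 16 alternatives 0.039 to 0.6, the highest with an estimated correlation), a call that 6 of 16 alternatives kept and that was lost without female replicate 1 or 2 or male replicate 1 or 2 (adjusted p of 0.103, 0.12, 0.14 and 0.49 from camera). Without male replicate 3 the median was 0.15. Mmp28, epilysin, had a log2 fold change of 0.16 (adjusted p = 0.81 from edgeR). Ranked by CPM, the median percentile of the ADAM and ADAMTS genes was 65.0.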

Notably, protease expression levels were high in intact and axotomized nerves. Processes of post-translational protease activation and binding to intrinsic proteinase inhibitors control potentially cytotoxic proteolytic activities. Aberrant cleavage of mediators of nociceptive signaling during neurogenesis potentially causes neuropathic pain (Remacle et al., 2015). Previously we identified Timps as key genes in the normal and damaged nerves (Kim et al., 2012; Nishihara et al., 2015) and post-axotomy DRG (Liu et al., 2015; Chernov and Shubayev, 2021). Timp1 binds and inhibits all MMPs, except Mmp14; Timp2 inhibits Mmp14 (Brew and Nagase, 2010). In the proximal nerve, Timp1 demonstrated strong upregulation in both sexes. Other upregulated endogenous inhibitors of proteinases Wfdc5, Fetuin B, Spink1, Itih3, and Serpineb1b could serve a not well-understood role in nerve damage response.

### Sex-specific control of axonal trafficking

An intact connection to DRG allows for dynamic axonal transport of protein and mRNA content between neuronal soma and the proximal segment of the axotomized nerve (Cavalli et al., 2005). The anterogradely transported mRNAs from DRG are directly used for the local protein synthesis at the site of the injury (Sahoo et al., 2018) and complemented by the transcriptional repertoire of the resident non-neuronal cells in the damaged nerve (e.g., Schwann cells, macrophages) that establish a microenvironment generally permissive for axon regeneration (Avraham et al., 2021).

Kinesins facilitate anterograde axonal transport of neurotransmitter receptors, mitochondria [reviewed in (Fan and Lai, 2021)], and also mRNAs [reviewed in (Kanai et al., 2004; Turner-Bridger et al., 2020)]. Remarkably, most kinesin mRNAs were depleted in proximal nerve segments at 24 h post-axotomy, except for members of the conventional kinesin-1 family Kif5a/b/c increased in males.

Retrograde transport of transcription factors from the site of nerve injury to DRG has been shown to facilitate the neuronal survival (Cox et al., 2008) and axon regeneration (Ito and Enomoto, 2016). In the corresponding DRGs of the same animal cohort, at 24 h post-axotomy, we observed male-specific reduction of mRNAs encoding calcium, sodium, and potassium ion channels as well as ionotropic AMPA, NMDA, and GABA receptors (Chernov and Shubayev, 2021) that correlated to their increase in proximal segments in the present study and presumably, anterograde axonal transport. We conclude that axonal transport of mRNAs contributes to sex-specific protein synthesis and downstream signaling programs both in DRG neurons and regenerating axons at the early stages of response to sensory nerve damage.

### Sex chromosome encoded genes

Sex chromosome-encoded genes were activated in regenerating sciatic nerves. Several X-linked genes were differentially regulated in male and female nerves. Among X-linked genes induced in nerves of both sexes were *Timp1*, known to promote regeneration (Kim et al., 2012; Liu et al., 2015; Nishihara et al., 2015), and *Map7d2*, involved in kinesin-mediated cargo transport into the axon (Pan et al., 2019). It is worth noting that genes associated with the female-specific epigenetic X-chromosome inactivation (Xi) process were differentially expressed in DRGs within 24 h after post-axotomy in the same animal cohort (Chernov and Shubayev, 2021).

### Conclusion

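In sham nerves edgeR called 10 genes different between the sexes, 4 of them autosomal, and DESeq2 called 159, of which 144 are autosomal. The sham operation exposed the nerve 24 h before collection, so these are not values of nerves without surgery. The edgeR calls were 4 genes higher in females and 6 higher in males among 16310, of which 2 in each direction are autosomal. The female genes were the X-linked Kdm6a, a histone demethylase that escapes X inactivation (log2 fold change 0.60, standard error 0.06, adjusted p = 0.037; 28.6 ± 0.542 TPM in females and 18.1 ± 1.54 TPM in males, SD, n = 3 pools each, from edgeR), and Eif2s3x, a translation initiation subunit (0.60). The autosomal ones were Gdf3, a growth factor of the TGF-β family (1.15; 8.38 ± 0.818 against 3.88 ± 0.217 TPM), and Igf2, an imprinted growth factor (0.81; 35.4 ± 1.18 against 20.3 ± 3.23 TPM). The male genes were the Y-linked Kdm5d (-5.32), Uty (-4.39), Eif2s3y (-7.59) and Gm29650 (-7.67). The autosomal male genes were Kcnt1, a sodium-activated potassium channel on chromosome 2 from 25753746 to 25809578 of GRCm39 (-2.39, standard error 0.20; 2.80 ± 0.533 TPM in males against 0.535 ± 0.200 in females), and C7, a terminal complement component (-2.61; 32.3 ± 8.83 against 5.30 ± 1.23 TPM). Adjusted p of these ran from 1.6e-05 to 0.091 in edgeR. Xist and Ddx3y, each near 0 in one sex, had adjusted p of 0.24 and 0.16 in the same test. The calls of Kdm6a and Eif2s3x were each lost in 8 alternatives. These were the replicate block, 1 surrogate variable and each pool left out in turn. Eif2s3y lost its call in 5 alternatives: the replicate block, without female replicate 1, and without male replicate 1, 2 or 3. Among the alternatives that tested it, Kcnt1 lost its call only with the replicate block. Kdm5d, Uty and Gm29650 kept the call in every alternative that tested them, which was not every alternative. A filter of a CPM of at least 1 in every sample leaves out genes near 0 in females. With that filter the 1 gene called higher in males was autosomal. Without male replicate 1 or 2, 3 genes were called higher in males, 1 of them autosomal. Kdm5d, Uty and Gm29650 were therefore not all tested there. Between the sexes, 11.2% of the genes tested did not overlap, where chance gives 10%.

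Several of the gene lists moved to the same side by small amounts in camera's test with its preset correlation. With an estimated correlation between genes 1 of the 18 lists that passed, the genes that escape X inactivation, still did (adjusted p = 8.6e-12 and 0.066). All 13 MHC class II genes, which present antigen to T helper cells, were lower in females (median log2 fold change -0.37; camera, adjusted p = 3.9e-11, over the alternatives 4.2e-12 to 0.14, lost at the highest, with an estimated correlation). edgeR and limma called 0 of the 13 over all genes (8 at an unadjusted p under 0.05 in edgeR) and DESeq2 called 5. In edgeR 11 passed when adjusted over the list alone. Their invariant chain Cd74 was at 598 ± 20.5 TPM in females and 807 ± 60.3 TPM in males (SD, n = 3 pools each; adjusted p = 0.42 from edgeR), and H2-Aa at 430.3 ± 18.1 and 556 ± 44.4 TPM. Macrophage markers had a median of -0.21 (camera, adjusted p = 0.0063, over the alternatives 4.1e-04 to 0.69, lost at the highest, with an estimated correlation), with 12 of 16 lower in females. When adjusted over the list alone 2 passed, Csf1r, the receptor for a macrophage growth factor (-0.38), and Cx3cr1, the fractalkine receptor (-0.40). Of the cell cycle genes, 20 of 22 were lower in females (median -0.49, and -0.27 without male replicate 2; camera, adjusted p = 1.4e-07, over the alternatives 3.0e-12 to 0.69, lost at the highest, with an estimated correlation), with the mitotic kinases Aurkb at -0.39 and Plk1 at -0.56. All 17 genes of cholesterol synthesis were lower (median -0.15, and -0.09 without female replicate 1; camera, adjusted p = 2.8e-06, over the alternatives 4.2e-07 to 0.69, lost at the highest, with an estimated correlation; Hmgcs1, -0.24). No gene of the cell cycle and cholesterol lists passed in edgeR, DESeq2 or limma or when adjusted over the list alone, with 4 cell cycle and 5 cholesterol genes at an unadjusted p under 0.05 in edgeR. Higher in females were all 15 glucocorticoid-responsive genes (median 0.37; camera, adjusted p = 4.5e-09, over the alternatives 9.3e-11 to 0.28, lost at the highest, with an estimated correlation; 6 genes passed when adjusted over the list alone), with Klf15, a metabolic transcription factor, at 0.57 and the metallothioneins Mt1 and Mt2 at 0.39 and 0.27. All 12 heat shock and unfolded protein genes were higher (median 0.19; camera, adjusted p = 2.2e-06, over the alternatives 6.0e-07 to 0.6, lost at the highest, with an estimated correlation; 6 genes passed when adjusted over the list alone), with Hspa1b at 0.36. All 16 white adipocyte genes were higher (median 0.58, and 0.31 without female replicate 3; camera, adjusted p = 2.3e-06, over the alternatives 3.0e-12 to 0.69, lost at the highest, with an estimated correlation; 1 gene passed when adjusted over the list alone), with Lep, leptin, at 1.40. Adipocyte transcripts summed to 2136 TPM in female replicate 3 against 1089 to 1466 TPM in the other pools. The erythroid list, 6 of 6 genes higher in females, passed as well (median 0.81; camera, adjusted p = 0.09, over the alternatives 3.7e-04 to 0.9, lost at the highest, with an estimated correlation). Its median was -0.04 without female replicate 3 and 0.46 without male replicate 3, and the call was lost in both. It held in 8 of 16 alternatives, and was also lost with transcript length offsets or factors, with no filter, with the replicate block and in limma with sample weights. Of the lists that passed with all genes on the same side, all 6 erythroid genes turned the other way in limma with sample weights, as did Dgat2, Lpl and Aqp7 (adipocyte) and 2 cholesterol genes. Ddit3 (heat shock) turned with transcript length offsets or factors and Dgat2 with the offsets, genes named after their values were seen. The MHC class II and glucocorticoid-responsive genes kept their side in every tool and scaling alternative. The Y-linked list had 5 of 6 genes lower in females and 4 called (camera, adjusted p = 3.6e-16, over the alternatives 4.9e-20 to 0.14, lost at the highest, with an estimated correlation), and the list of genes that escape X inactivation 10 of 11 higher and 2 called. In all, 18 of 41 lists passed, 9 in each direction.

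Lists of other cell types, the interferon response, mitochondrial genes and kinesins passed as well, and each lost the call with an estimated correlation. Fibroblast and matrix genes were lower in females, 13 of 18 of them (median -0.09; camera, adjusted p = 0.035, over 16 alternatives 1.7e-05 to 0.9, kept in 12, lost without female replicate 2 or male replicate 1 or 2, with medians of -0.05, -0.07 and -0.04). The median was -0.16 without male replicate 3. Neutrophil genes were higher, 10 of 11 (median 0.18; camera, adjusted p = 0.09, over 16 alternatives 7.4e-04 to 0.9, kept in 9, lost without female replicate 1 or 2 or male replicate 2, with medians of 0.10, 0.05 and 0.06). It was also lost with no filter (median 0.07), with the stricter filter (0.13) and with 1 surrogate variable (0.12), and the median was 0.31 in limma. The neutrophil median was 0.38 without female replicate 3 and 0.31 without male replicate 1. Eosinophil and mast cell genes were higher, 9 of 10 (median 0.13; camera, adjusted p = 0.067, over 16 alternatives 3.7e-04 to 0.96, kept in 11, lost without female replicate 1 or 3 or male replicate 3, with medians of 0.10, 0.11 and -0.00490). In limma the call was lost too (median 0.04). Without male replicate 2 their median was 0.27. Interferon response genes were lower, 24 of 25 (median -0.17; camera, adjusted p = 0.068, over 16 alternatives 2.4e-14 to 0.92, kept in 8, lost without female replicate 2 or 3 or male replicate 1 or 3, with medians of -0.09, -0.13, -0.11 and 0.02). It was also lost with transcript length offsets (median -0.13), with 1 surrogate variable (-0.12) and in limma (-0.10). Without male replicate 2 the interferon median was -0.33. Mitochondrially encoded genes were lower, 11 of 13 (median -0.08; camera, adjusted p = 0.0961, over 16 alternatives 0.0088 to 0.9, kept in 4), and nuclear genes of oxidative phosphorylation higher, 16 of 21 (median 0.04; camera, adjusted p = 0.0961, over 16 alternatives 4.5e-05 to 0.91, kept in 4). Both calls were lost in DESeq2, with RLE factors, with transcript length offsets or factors, with no filter, with the replicate block and with 1 surrogate variable. They were also lost without female replicate 1 or 2 or male replicate 1 or 2. Without these pools their medians were -0.02, -0.09, -0.10 and -0.02 and 0.04, 0.02, 0.01 and 0.03; without female replicate 3 they were -0.14 and 0.07, and the nuclear one 0.09 without male replicate 3. Kinesin genes were lower, 22 of 33 (median -0.06; camera, adjusted p = 0.057, over 16 alternatives 0.0076 to 0.69, kept in 13, lost without female replicate 1 or male replicate 2, with medians of -0.06 and -0.06). The kinesin median was -0.11 without male replicate 3. With all pools the mean of the kinesin list was -0.17, and its smallest p belonged to Kif14 and Kif22. How far the kinesin call repeats that of the cell cycle list was not tested.

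The list of circadian clock genes did not pass in camera's test for a shift to 1 side (adjusted p = 0.18, over 16 alternatives 0.038 to 0.9). It passed without female replicate 3 or male replicate 1, at 0.0995 and 0.038, and with the replicate block. edgeR called 0 of its 17 genes (8 at an unadjusted p under 0.05, 7 when adjusted over the list alone, and 0 called by limma, 2 by DESeq2). Arntl, an activator of the clock, was at 0.58 and its output Ciart at -0.67 (adjusted p = 0.42 and 0.6 from edgeR). The count of single genes moved with the tool, to 65 and 94 in DESeq2 (58 and 86 autosomal) and 9 and 17 in limma (5 and 11 autosomal). With a pool left out it moved too. Without female replicate 1 or 3 or male replicate 1 it was 0 in females, without female replicate 2 or male replicate 2 it was 1, and without male replicate 3 it was 3. In males it was 3 without male replicate 1 or 2, and 4 to 7 without any other pool. The paper describes the remodeling it reports as baseline sexual dimorphism of uninjured nerves together with an immediate response to injury.

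**Figure D3:**
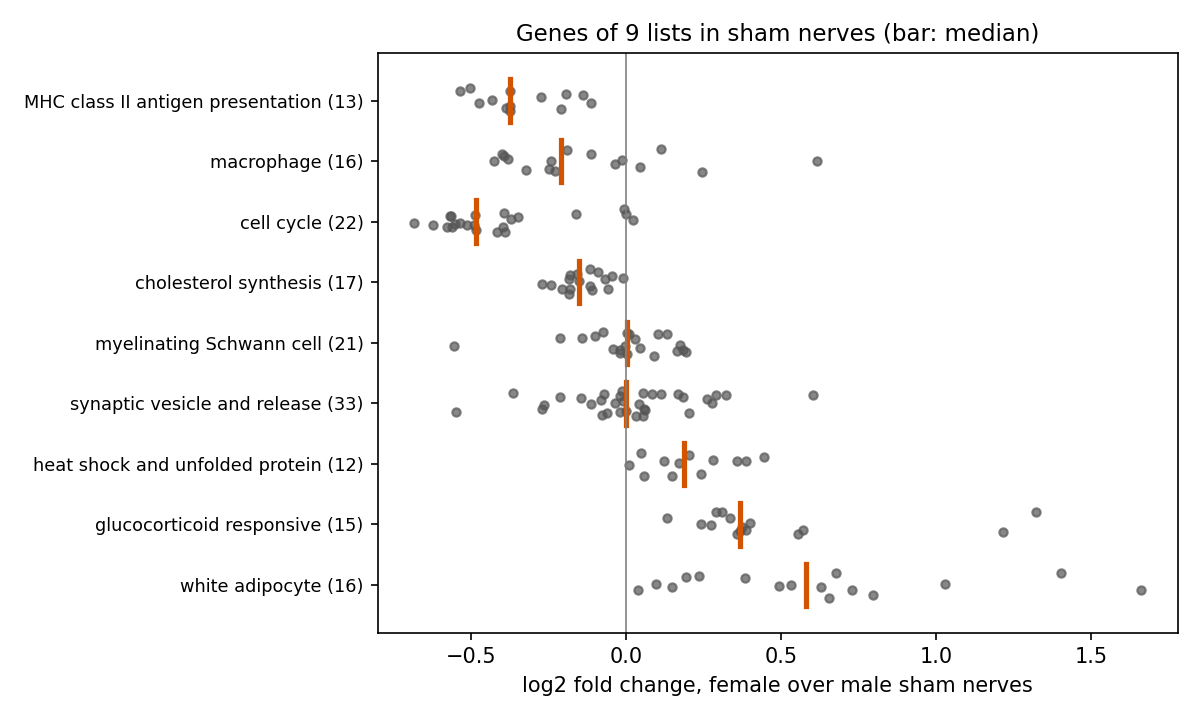
Log2 fold change of female over male sham nerves for the tested genes of 9 lists (1 point per gene, number of genes in brackets, points spread vertically for legibility), with the median of each list as a bar. All 13 MHC class II genes lie below 0 and all 15 glucocorticoid-responsive genes above it, and the synaptic vesicle and myelinating Schwann cell lists center near 0.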

The noted remodeling represents baseline sexual dimorphism in uninjured peripheral nerves and an immediate regenerative response to nerve injury. The functional significance of the reported sexual dimorphism remains to be determined. It is conceivable that, at least partially, sex differences were equalized over the time-course of nerve injury. Single-cell RNA-seq and spatial transcriptomics analysis could provide crucial information on the identity of cell lineages activating these sexually dimorphic coding and non-coding RNAs.

## Materials and methods

### Reagents

Detailed descriptions of reagents and resources are included in Supplementary Table 3.

### Animals

Female and male C57BL6/J mice (6–8 weeks old, Jackson Labs, *n* = 24) were housed in a temperature-controlled room (22°C) on a 12 h light/dark cycle with *ad libitum* access to food and water. The mice were randomly assigned to axotomy and sham groups by sex (*n* = 6/group). Under isoflurane anesthesia, the left sciatic nerve was exposed at the mid-thigh level, followed by a complete transection using sterile microsurgery scissors. In the sham group, anatomically equivalent nerves were subjected to exposure without transection. The muscle was sutured, and the skin stapled. At 24 h after surgery, proximal segments of the sciatic nerve, corresponding to previously investigated lumbar (L)4 and L5 DRG tissues (Chernov and Shubayev, 2021), were collected for RNA isolation. All animal procedures were performed according to the Policy on Humane Care and Use of Laboratory Animals and the protocol approved by the Institutional Animal Care and Use Committee at the VA San Diego Healthcare System.

### Samples

All surgical and tissue harvesting instruments were sterilized and repeatedly treated with RNase Away reagent followed by RNase-free water rinse. Tissues were immediately submerged in 500 μl RNAlater Stabilization Solution to preserve RNA integrity, placed at 4°C overnight, then transferred for storage at –20°C. All sample groups were processed in parallel to minimize batch effects. Proximal stumps of sciatic nerve tissues were pooled from 2 mice per group for RNA purification.

### RNA purification

Nerve tissues were transferred in Trizol solution (Invitrogen) and disrupted by mechanical homogenization. Total RNAs were purified using RNeasy RNA purification reagents. RNA concentrations and quality were determined using Nanodrop absorbance ratios at 260/280 nm and 260/230 nm. RNA integrity indices were determined using the Agilent Bioanalyzer Nano RNA chip. 500 ng of total RNA samples (*n* = 6 mice/group, 2 mice/sample (pooled), 3 sample/group) with RIN ≥ 7.0 were used for RNA-seq.

### RNA sequencing (RNA-seq)

mRNA libraries were generated following the TruSeq Stranded mRNA library preparation protocol (Illumina). In brief, the Poly-A enriched mRNAs were purified using poly-T oligo coupled magnetic beads, followed by mRNA fragmentation, first and second strands synthesis, cleaning on AMPure XP magnetic beads, and 3’-adenylation. Ligation of TruSeq dual-index adapters was used for barcoding. The quality of RNA-seq libraries was validated using qPCR. Libraries were sized on Agilent Bioanalyzer DNA high sensitivity chip and normalized. RNA-seq was performed using the paired-end 100 cycle program on the NovaSeq 6000 system at the Genomics High Throughput Facility (University of California Irvine). Base calls were recorded and converted to FASTQ files containing sequencing reads and the corresponding quality scores using Illumina software. Sequencing was conducted until we acquired at least 50 million paired-end reads per sample.

### RNA sequencing (RNA-seq) data analysis

FASTQ files were uploaded to the Amazon S3 server and processed using Elastic Compute Cloud (EC2) [Amazon Web Services (AWS)] running Ubuntu Server 20.04 LTS (64-bit ARM). Data analysis steps are summarized in Supplementary Figure 1 and Supplementary Table 3. FASTQ files were filtered to remove low-quality bases, TruSeq dual-index adapter sequences, and unpaired reads using *Trimmomatic* (Bolger et al., 2014). Transcript-level quantification and mapping were performed using Salmon (Patro et al., 2017) and the Gencode M29 mouse genome. Mapping coverage was estimated in *MultiQC* (Ewels et al., 2016). Transcript- to gene-level quantifications were done using *Tximeta* (Love et al., 2020). Gene count matrices were processed in the DESeq2 (Love et al., 2014). Log_2_FC values were calculated using the Wald test and adjusted using the adaptive t-prior *apeglm* method (Love et al., 2014). Significant DEGs were identified by P_adj_ values below a false discovery rate (FDR) cutoff (P_adj_ < 0.1) (Supplementary Table 1). P_adj_ < 0.1 were used in downstream analyses unless otherwise noted. Batch effects were controlled using the *removeBatchEffect* tool (Ritchie et al., 2015) and *RUVseq* (Risso et al., 2014) functions. DEGs were visualized using *ggVennDiagramm*, *PCAtools*, *ComplexHeatmap*, and *EnhancedVolcano* R packages.

### Signaling pathway analysis

Prediction and biological interpretation of the regulated signaling pathways and upstream regulators in female and male animals was made in IPA using the default parameters (Krämer et al., 2014). Significance criteria of P_adj_ < 0.1, log_2_FC > 1 or log_2_FC < -1 were applied. Regulation directionality was estimated in IPA based on z-scores. Gene ontology terms were determined using *Geneontology*^1^ and the *STRING* database using the default parameters.

## Data availability statement

The datasets presented in this study can be found in the Gene Expression Omnibus (GEO) public repository (accession numbers: GSE182713 and GSE182709).

## Ethics statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee at the VA San Diego Healthcare System.

## Author contributions

AC: conceptualization, methodology, software, formal analysis, investigation, data curation, writing – original draft, review and editing, and visualization. VS: conceptualization, resources, project administration, funding acquisition, and writing – original draft, review and editing. All authors contributed to the article and approved the submitted version.

## Abbreviations

CNS: central nervous system
DEG: differentially expressed gene
DRG: dorsal root ganglia
FC: fold change
FDR: false discovery rate
GDNF: glial cell line-derived neurotrophic factor
IPA: Ingenuity Pathway Analysis
ncRNA: non-coding RNAs
PNS: peripheral nervous system
RNA-seq: RNA sequencing
SV: synaptic vesicle
TF: transcription factor
TLR: toll-like receptors.

# Supplementary material for: Sexually dimorphic transcriptional programs of early-phase response in regenerating peripheral nerves
**Source:** Front Mol Neurosci. 2022 Aug 2;15:958568. doi: 10.3389/fnmol.2022.958568
**Supplement:** Supplementary Table 3 — Key resources description.

**Supplementary Table 3.** Key resources description.

| Resource | Description | Source | Identifier | URL |
| --- | --- | --- | --- | --- |
| Animals | Mice | Jackson Labs, Sacramento, CA | strain C57BL/6 |  |
| Disposables | BioMasher microhomogenizer | TaKaRa | 9791B |  |
| Disposables | QIAshredder | Qiagen, Carlsbad, CA | 79656 |  |
| Reagent | Trizol reagent | Thermo Fisher Scientific, Carlsbad, CA | 15596026 |  |
| Reagent | RNAlater Stabilization Solution | ThermoFisher Scientific, Carlsbad, CA | AM7020 |  |
| Reagent | RNAeasy Mini Kit | Qiagen, Carlsbad, CA | 74104 |  |
| Equipment | Centrifuge | Eppendorf | 5425 |  |
| Equipment | Tapestation | Agilent Technologies, San Diego, CA, USA | 4200 |  |
| Equipment | Novaseq | (Illumina Inc., San Diego, CA, USA) | 6000 |  |
| Software | Trimmomatic | (1) | Ver. 0.39 | http://www.usadellab.org/cms/?page=trimmomatic |
| Software | Salmon | (2) | Ver. 1.3.0 | https://salmon.readthedocs.io |
| Software | Tximeta | (3) | Ver. 3.11 | https://www.bioconductor.org/packages/release/bioc/html/tximeta.html |
| Software | MultiQC | Stockholm University, Stockholm, Sweden (4) | Ver. 1.9 | https://multiqc.info/docs/ |
| Software | DESeq2 | (5) | Version 1.33.4 | https://www.bioconductor.org/packages/devel/bioc/vignettes/DESeq2/inst/doc/DESeq2.html |
| Software | Ingenuity Pathway Analysis | Qiagen, Carlsbad, CA | Winter 2021 | https://digitalinsights.qiagen.com |
| Software | ViSEAGO | (6) |  | https://www.bioconductor.org/packages/release/bioc/html/ViSEAGO.html |
| Database | Mouse genome |  | M29 (GRCm39) | https://www.gencodegenes.org/mouse |

**REFERENCES**

1. Bolger, A. M., Lohse, M., and Usadel, B. (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120

2. Patro, R., Duggal, G., Love, M. I., Irizarry, R. A., and Kingsford, C. (2017) Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417-419

3. Love, M. I., Soneson, C., Hickey, P. F., Johnson, L. K., Pierce, N. T., Shepherd, L., Morgan, M., and Patro, R. (2020) Tximeta: Reference sequence checksums for provenance identification in RNA-seq. *PLoS Comput Biol* **16**, e1007664

4. Ewels, P., Magnusson, M., Lundin, S., and Käller, M. (2016) MultiQC: summarize analysis results for multiple tools and samples in a single report. *Bioinformatics* **32**, 3047-3048

5. Love, M. I., Huber, W., and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550

6. Brionne, A., Juanchich, A., and Hennequet-Antier, C. (2019) ViSEAGO: a Bioconductor package for clustering biological functions using Gene Ontology and semantic similarity. *BioData Mining* **12**, 16

How the deposited data were processed for this re-analysis (not part of the article)

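Sciatic nerves of female and male C57BL/6J mice were taken 24 h after sham surgery, pooled from 2 mice per sample, and sequenced as 3 samples per sex. Axotomized nerves were not analysed here.

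The authors made strand-specific poly-A libraries, sequenced them as paired reads, trimmed them with Trimmomatic 0.39 and quantified transcripts with Salmon (version 1.3.0 in Supplementary Table 3, 1.5.2 in the submitters' processing notes) on GENCODE mouse transcripts (M29 in the paper, M27 in the names of the files). The deposited values are, per transcript, an estimated count of read pairs that need not be whole, a TPM, which the authors' software divides by effective length and scales to the same total in every sample, and the length and effective length. The deposited estimated counts carry no further normalization. The TPM values deposited by the authors are within each sample and are not corrected for composition between samples. The paper's own summing to genes (Tximeta 3.11), DESeq2 1.33.4, shrinkage with apeglm and batch steps (removeBatchEffect and RUVseq, with no batch named in the paper's text) were not used here.

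Here the estimated counts of 140789 transcripts were summed by the gene identifiers in the files to 54309 genes and rounded to whole numbers. 53700 of these genes matched the reference annotation, GENCODE M39 on GRCm39, by identifier, and coordinates are from that annotation. Library totals were 55949876 to 66285694 in females and 59165914 to 78473057 in males. Genes with a CPM of at least 0.5 in at least 3 samples were kept, 16310 in number. Females were compared with males with edgeR 4.0.16 (TMM factors, robust quasi-likelihood fit, no covariate) and Benjamini-Hochberg adjustment at 0.1, the paper's threshold; the paper's filter of an absolute log2 fold change above 1 was applied in addition as an alternative. The common biological coefficient of variation was 0.154. Gene lists were compared with camera in limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation beside it. Levels are means and SDs of TPM and percentiles of mean TPM among the genes kept. Principal components were taken of log2(normalized count + 1) of the 500 most variable genes.

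The gene lists, the alternatives and a rule for the genes named in the text were set before the data were examined, apart from the lists used in tests that the closing part marks as chosen later. The rule takes, per direction, the 10 genes with the smallest p among those past the threshold whose normalized counts do not overlap between the sexes, counted separately for sex-linked and autosomal genes. It adds each gene the paper names at the sentence concerned, and for each list described the 2 members with the highest mean TPM and up to 2 with the smallest p. Values in the paper's figures and in Supplementary Table 1 had been seen when the rule was set. The copy of Supplementary Table 1 used here is incomplete, and no overlap with it was computed. Genes outside the rule are marked as chosen after their values were seen. Some genes that the rule names are not reported here.

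The steps were tested on simulated data with counts drawn from the means, dispersions and library sizes of these 6 samples. For the comparison of female with male sham nerves, with 16165 genes in the step, edgeR called 68% of 50 genes changed 1.5-fold, 92% of 75 genes changed 2-fold and 98.7% of 75 genes changed 4-fold, and 39 of its 216 calls were unchanged genes. DESeq2 1.42.0 called 76%, 97.3% and 100% of them, with 85 unchanged genes among 271 calls. These shares need not hold for the real genes. In the real data edgeR did not call Xist or Ddx3y, each near 0 in 1 sex (adjusted p = 0.24 and 0.16 from its quasi-likelihood test). A gene that was not called may therefore still differ. The alternatives were DESeq2, RLE factors, transcript length offsets or factors, no filter, a stricter filter, the replicate number as a block, 1 surrogate variable (sva 3.50.0), limma with sample weights, each replicate left out in turn, other thresholds, other rules for levels and detection, and other settings of the principal component analysis. The fits ran in R 4.3.3, and the tables were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. With 3 samples per sex an exact permutation test cannot give a p under 0.1. How reads shared between genes of similar sequence affect these values was not tested.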

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

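The count over other splits of the samples was chosen after the results were seen.

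Gdf3, C7 and Igf2 are autosomal genes that the paper does not discuss and that differed between female and male sham nerves. Gdf3 had a log2 fold change of female over male of 1.15 (adjusted p = 0.053 from edgeR; called in 10 of 15 alternatives, with adjusted p from 1.4e-11 to 0.25; not called without female replicate 1 or 3 or male replicate 1 or 2). C7 had a log2 fold change of -2.61 (adjusted p = 0.064 from edgeR; called in 8 of 15 alternatives, with adjusted p from 2.7e-30 to 0.54; not called without female replicate 1 or 2 or male replicate 1 or 2). Igf2 had a log2 fold change of 0.81 (adjusted p = 0.091 from edgeR; called in 7 of 15 alternatives, with adjusted p from 7.4e-10 to 0.47; among the replicates left out in turn, called only without male replicate 3). Of the 10 splits of the 6 pools into 3 and 3, 2 called at least 10 genes, one of them the split by sex itself, which called 10. The other, female replicates 1 and 2 with male replicate 3 against the rest, called 16. Of these 15 are autosomal, where the split by sex called 4 autosomal genes. Each remaining split called 0 or 1. These 10 splits are too few for a share under 0.05, so they cannot tell the calls by sex apart from those of another grouping.

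Fast skeletal muscle genes summed to 4396 TPM in female replicate 2, against 32.0 to 283 TPM in the other pools. Of the 17 genes of the list tested, 17 were highest in that pool, by a median of 55.3 times the other pools, with Acta1 at 739 TPM there and Ckm at 395 TPM. All 6 genes of slow skeletal muscle were highest in male replicate 1. These counts restate the observation and test no explanation for it, technical or biological.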

How the results depend on the processing

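No alternative was chosen after the results were seen. Of the values for single genes and lists under the alternatives, 10241 kept their direction and side of the threshold, 132 newly passed it, 116 no longer passed, 10 moved and 3 reversed; of the summary results 53 stayed, 16 rose past the limit of 1.5 times or the threshold, 30 fell and 7 moved. Where a result changed, the cause was not tested, except that leaving out a replicate leaves fewer samples. The stricter filter also leaves untested any gene near 0 in 1 sex. The replicate numbers do not pair the samples (correlations of same-numbered female and male pools of -0.17, -0.12 and -0.092), and with the replicate number as a block 697 results for single genes and lists stayed, 11 no longer passed and 3 newly passed.

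Genes higher in females numbered 4, against 65 in DESeq2, 60 in DESeq2 with transcript length factors, 18 with no filter, 2 with the replicate block, 2 with 1 surrogate variable, 9 in limma with sample weights, 2 at an adjusted p under 0.05 and 1 with an absolute log2 fold change over 1 added; leaving out replicates gave 0 (female 1, female 3 or male 1), 1 (female 2 or male 2) and 3 (male 3). Genes higher in males numbered 6, against 94 in DESeq2, 113 with length factors, 31 with no filter, 1 with a CPM of at least 1 in every sample, 3 with the block and 17 in limma; leaving out replicates gave 3 (male 1 or male 2) to 7 (female 2 or female 3). Autosomal genes higher in females numbered 2, against 58 in DESeq2, 50 with length factors, 14 with no filter, 1 with the stricter filter, 5 in limma, 0 at an adjusted p under 0.05 (edgeR) and 1 with the fold change filter; leaving out replicates gave 0 (female 1, female 3, male 1 or male 2), 1 (female 2) and 3 (male 3). Autosomal genes higher in males numbered 2, against 86 in DESeq2, 107 with length factors, 24 with no filter, 1 with the stricter filter, 0 with the block, 1 with a surrogate variable, 11 in limma and 1 at an adjusted p under 0.05; leaving out replicates gave 1 to 2. At an unadjusted p under 0.05 edgeR had 406 genes higher in females and 591 higher in males.

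With an estimated correlation 1 of the 18 lists passed. The median percentile of synaptic vesicle genes, 20.7, was 30.8 from CPM and 58.0 among all genes with TPM above 0; that of the 5 MMPs that the paper calls high, 91.8, was 94.0 and 95.8. Genes detected were 15480 with a TPM of at least 1 in 3 or more samples. The silhouette of sex was 0.0866 without X- and Y-linked genes and 0.207 (male replicate 2 left out) to 0.358 (female replicate 3) without 1 replicate. Among the 18 lists that passed, medians changed sign in these. For the erythroid list, median log2 fold change was 0.81, -0.18 in limma and -0.039 without female replicate 3. For the eosinophil and mast cell list, median log2 fold change was 0.13, from -0.0049 without male replicate 3 to 0.27 without male replicate 2. For the interferon response list, median log2 fold change was -0.17, from -0.33 without male replicate 2 to 0.025 without male replicate 3.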

Differences from the paper's values

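The number of genes detected in sham nerves, 31616, lies within 1.5 times the paper's 25788, which covers axotomized nerves also; with the rule of a TPM of at least 1 in 3 or more samples it was 15480, which is not.

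The paper gives the carbohydrate-binding proteins as highly expressed in males. In male sham nerves 2 of the 5 genes, Smoc2 and Crispld2, lay above the 50th percentile of the genes tested, while Nell2 and Hpse2 lay at percentiles 2.96 and 1.85; axotomized nerves were not analysed here.

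The paper gives synaptic vesicle genes as highly expressed in female sham nerves. Over the list of 33 tested genes 10 lay above the 50th percentile (median 20.7), while Sncg and Vamp2 lay above the 90th; Sncb had 0.272 TPM in females. With the percentile taken among all genes with TPM above 0 the median was 58.0.

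Gm47283, which the paper describes as a male-specific Y-linked transcript, was at 126 ± 44.9 TPM in female and 79.9 ± 37.2 TPM in male sham nerves (SD, n = 3 pools each). Whether reads from genes of similar sequence account for the female value was not tested. The paper calls Atp1b1 abundant in both sexes; it lay at percentile 25.2 in sham nerves, and Atp1b2 lay above the 75th.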

Other observations

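All tests of explanations in this part were chosen after the results were seen.

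Genes that the paper gives as increased by axotomy in both sexes varied together between the sham pools, though all 6 were sham-operated. For 27 tested genes of 29, which the study picked by comparing axotomized with these sham pools, the mean pairwise Spearman rho over the 6 pools was 0.589 (95th percentile of 10000 random lists matched on level, 0.0505); 20 were highest in female replicate 1 and 20 lowest in female replicate 3. A difference in depth is argued against by the median fold of highest over lowest pool, 2.27, against a 99th percentile of 1.48 in the matched lists. Genes given as decreased had a median rho of -0.0286 with the same profile (5th percentile of the matched lists, -0.257), so the opposite movement cannot be told apart from no movement with 21 genes in 6 pools. Graded nerve injury or irritation from the sham operation is therefore a candidate explanation that the 0.589 allows, and the 3 pools with the highest profile of increased genes (female replicates 1 and 2, male replicate 3) are those of the split that called 16 genes.

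Further genes, chosen after their values were seen, are given as values only. H19, Dlk1, Cdkn1c and Igfbp3 had log2 fold changes of female over male of 0.68, 0.89, 0.47 and 0.81 and did not pass in edgeR (adjusted p from 0.34 to 0.42, and from 3.1e-05 to 0.81 over the alternatives); no list holding them was tested. Cybb, a phagocyte oxidase subunit, was lower in females (-0.57, adjusted p = 0.12 from edgeR), as was Tlr9 (-0.57, adjusted p = 0.42 from edgeR), while the macrophage genes Cd163 and Mrc1 lay at 0.62 and 0.25. Shh, a secreted morphogen, ran from 1.44 TPM in female replicate 3 to 86.3 TPM in female replicate 1, and Hbb-bs, a hemoglobin chain, from 2086 TPM in male replicate 3 to 14306 TPM in female replicate 3.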
